# PI3K inhibition circumvents resistance to SHP2 blockade in metastatic triple-negative breast cancer

**DOI:** 10.1007/s10911-023-09539-9

**Published:** 2023-06-09

**Authors:** Romain J. Amante, Charly Jehanno, Duvini De Silva, Marie-May Coissieux, Markus Ackerknecht, Vincent Romanet, Atul Sethi, Baptiste Hamelin, Bogdan-Tiberius Preca, Salvatore Piscuoglio, Charlotte K. Y. Ng, Morvarid Mohseni, Mohamed Bentires-Alj

**Keywords:** Breast cancer, Metastasis, PDGFRβ, SHP2, PI3K

## Abstract

The protein tyrosine phosphatase SHP2 activates oncogenic pathways downstream of most receptor tyrosine kinases (RTK) and has been implicated in various cancer types, including the highly aggressive subtype of triple-negative breast cancer (TNBC). Although allosteric inhibitors of SHP2 have been developed and are currently being evaluated in clinical trials, neither the mechanisms of the resistance to these agents, nor the means to circumvent such resistance have been clearly defined. The PI3K signaling pathway is also hyperactivated in breast cancer and contributes to resistance to anticancer therapies. When PI3K is inhibited, resistance also develops for example via activation of RTKs. We therefore assessed the effect of targeting PI3K and SHP2 alone or in combination in preclinical models of metastatic TNBC. In addition to the beneficial inhibitory effects of SHP2 alone, dual PI3K/SHP2 treatment decreased primary tumor growth synergistically, blocked the formation of lung metastases, and increased survival in preclinical models. Mechanistically, transcriptome and phospho-proteome analyses revealed that resistance to SHP2 inhibition is mediated by PDGFRβ-evoked activation of PI3K signaling. Altogether, our data provide a rationale for co-targeting of SHP2 and PI3K in metastatic TNBC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10911-023-09539-9.

## Introduction

Breast cancer is the leading cause of cancer death among women. In 2020, 2.1 million new cases and 685,000 deaths were reported globally by the World Health Organization. One third of breast cancers progress to metastasis [1, 2], which is the cause of most breast cancer-related deaths. Metastasis is fueled by organ-specific feed-forward loops between cancer cells and the tumor microenvironment [3]. Thus, anti-cancer target identification and the development and testing of drugs should focus on metastatic cells before and/or after they have proliferated and spread to distant organs. This is key to the improvement of current therapies.

Src-homology 2 domain-containing phosphatase (SHP2), a ubiquitously expressed protein tyrosine phosphatase (PTP), transduces mitogenic, survival, cell-fate and/or migratory signals [4, 5] downstream of various active receptor tyrosine kinases (RTK). SHP2 is fundamental to the activation of the mitogen-activated protein kinase (MAPK)/extracellular signal-related kinase (ERK) pathway [6]. Germline-activating mutations of SHP2 cause Noonan syndrome [7] and somatic gain-of-function mutations prompt several hematological malignancies [8]. While *PTPN11* (Protein Tyrosine Phosphatase Non-Receptor Type 11) is rarely mutated in solid tumors, SHP2 is activated downstream of several oncogenic signals [9, 10]. Notably, small-hairpin knockdown of SHP2 decreases breast tumor growth and progression [4, 5, 11, 12]. Potent orally active allosteric inhibitors of SHP2 have been reported [13] and are currently being evaluated in phases I/II trials that focus on advanced solid tumors, mostly in non-small cell lung cancer (NSCLC), squamous cell carcinoma (SCC) or colorectal cancer (CRC) [14] (NCT03114319). While it was reported recently that SHP2 blockade enhances anti-tumor immunity [15], the effects of pharmacological inhibition of SHP2 on breast cancer metastasis and survival remain ill-defined. Moreover, the exact mechanisms of resistance to SHP2 inhibition are yet to be fully understood.

The phosphatidylinositol 3-kinase (PI3K) signaling axis is essential for cell survival, proliferation, motility and apoptosis [16]. Downstream of RTKs and G protein-coupled receptors, class I PI3Ks phosphorylate phosphatidylinositol-4,5-bisphosphate, generating phosphatidylinositol-3,4,5-triphosphate and leading to the activation of numerous kinases such as PDK1 (phosphoinositide-dependent kinase 1), AKT (also called protein kinase B), and p70 ribosomal protein S6 kinase (S6K) [17]. The PI3K pathway is one of the most frequently activated in human cancers, including 70% of breast cancers, and influences tumor initiation, progression, and resistance to therapy [18, 19]. Different classes of inhibitors targeting several key components of this pathway (*e.g*., PI3K, AKT, mTOR) have been developed over the last two decades, but their efficacy is limited by various mechanisms of resistance, including the activation of RTKs [16].

Given that PI3K activation contributes to resistance to anticancer agents, that RTKs often blunt the response to PI3K inhibition, and that SHP2 transduces oncogenic signaling downstream of most RTKs, we asked whether co-targeting these pathways would be more effective than single agents in preclinical models of metastatic TNBC. Using in vitro and in vivo models in both immunocompetent and immunodeficient mice, we compared the efficacy of PI3K and SHP2 inhibitors alone or in combination, and measured their impact on primary tumor and lung metastatic growth, as well as on animal survival. Here, we provide evidence that PI3K/SHP2 dual-inhibition reduces lung metastases and prolongs overall survival in preclinical models of metastatic TNBC.

## Results

### SHP2/PI3K dual-inhibition decreases cell number, reduces primary tumor growth, and increases overall survival in TNBC models

We first assessed the effects of the allosteric SHP2 inhibitor SHP099 [13] and/or the pan-PI3K inhibitor CLR457 [20] on the 4T1 mouse mammary carcinoma cell line and on a panel of human breast cancer cell lines. To better comprehend what dictates the response to these two targeted therapies, we established their mutational profile for key oncogenes and tumor suppressors (Fig S1A), as well as their baseline phosphorylation level for three major kinases p-ERK (T202/Y204, MAPK pathway), p-AKT (S473, PI3K pathway) and p-S6 (S235/S236, mTOR pathway) (Fig S1B, C). Our results show that TNBC cell lines specifically are more sensitive to dual PI3K and SHP2 inhibition (PI3Ki/SHP2i) than single inhibition, as compared to human epidermal growth factor receptor 2 (HER2)-enriched and estrogen receptor positive (ER +) cell lines (Fig. 1A). Indeed, all the TNBC lines except MDA-MB-231 (dual KRAS/BRAF mutant with high levels of pERK, Fig S1A-C) were more sensitive to dual inhibition, with three lines out of six showing a synergistic effect (SUM159, MDA-MB-436, MDA-MB-468) and two showing an additive effect (4T1, BT549) (Fig. 1A, Fig S2A-C). While PI3K inhibition (PI3Ki) alone did not induce apoptosis in 4T1 cells, SHP2 inhibition (SHP2i) induced apoptosis dramatically and the combination induced it even further (Fig. 1B, Fig S2D, E). Together, these results highlight the relevance of PI3K/SHP2 dual-inhibition in TNBC models.

**Fig. 1:**
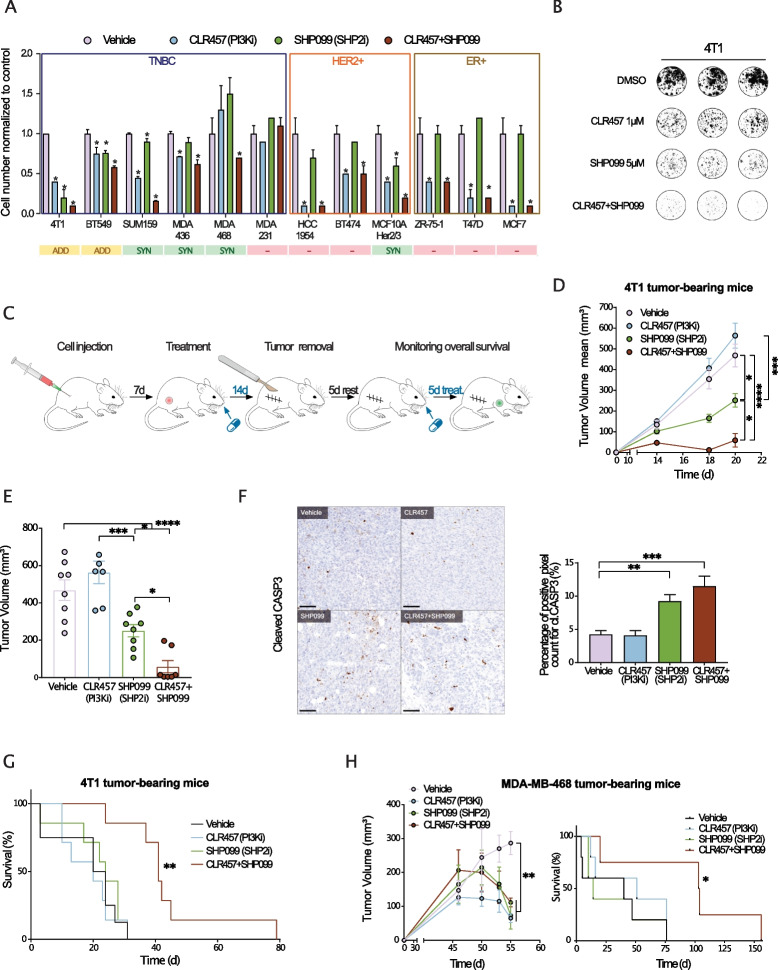
PI3K/SHP2 inhibition reduces TNBC cell number, primary tumor volume and metastasis with prolonged animal survival. **A** Cell numbers of breast cancer lines treated with CLR457 (PI3Ki, 2.5 µM) and/or SHP099 (SHP2i, 5 µM) for 72 h. Dual inhibition is compared to single inhibition in terms of additive or synergistic effect (ADD: Additive; SYN: Synergistic). *n* = 3 biological replicates. * *P* ≤ 0.05; One-way ANOVA test. Data shown are mean cell numbers ± STDEV. **B** Representative images of 4T1 cells treated with CLR457 (PI3Ki) and/or SHP099 (SHP2i) at the indicated concentrations for 72 h. Each condition is shown in triplicates. **C** Design of treatments in the neo-adjuvant setting. One week after tumor cell injection, treatments were applied for 14 days (d = days). Tumor removal and 5 days of recovery were followed by a second round of treatment of 5 days. The overall survival of the animals was monitored during the experiments. **D** Tumor volumes of 4T1 tumor-bearing mice treated with Vehicle, CLR457 and/or SHP099. *n* = 6 – 8 animals. * *P* ≤ 0.05, *** *P* ≤ 0.001, **** *P* ≤ 0.0001; One-way ANOVA test. Data shown are mean tumor volumes ± SEM. **E** Tumor volumes of 4T1 tumor-bearing mice after 14 days of treatment as indicated. *n* = 6 – 8 animals. * *P* ≤ 0.05, *** *P* ≤ 0.001, **** *P* ≤ 0.0001; One-way ANOVA test. Data shown are mean tumor volumes ± SEM. **F** Representative images of cleaved-Caspase 3 IHC staining of lung metastases from 4T1 tumor-bearing mice treated in the adjuvant setting for 4 days as indicated (left). Bar graph of the quantification using a pixel count algorithm performed with Halo software (right). Scale bar 100 µm. *n* = 3 animals from the same cohort. ** *P* ≤ 0.01, *** *P* ≤ 0.001; One-way ANOVA test. Data shown are means ± STDEV. **G** Overall survival of 4T1 tumor-bearing mice treated as indicated. An event was scored at the appearance of any sign of distress. *n* = 6 – 8 animals. ** *P* ≤ 0.001; Log-rank test. **H** Tumor volume and overall survival of MDA-MB-436 tumor-bearing mice treated as described (adjuvant settings). *n* = 4 – 6 animals. * *P* ≤ 0.05, ** *P* ≤ 0.01; One-way ANOVA test. Data shown are mean tumor volumes ± SEM

To elucidate the effect of PI3K and SHP2 single or dual-inhibition in vivo, we first used the 4T1 syngeneic mouse model of metastatic breast cancer [21, 22] (Fig. 1C). Neoadjuvant PI3Ki had no effect on tumor growth, whereas SHP2i reduced average primary tumor volume by half. Strikingly, we observed that dual-inhibition had a synergistic effect and dramatically decreased primary tumor growth (Fig. 1D, E). Quantification of cleaved-Caspase 3 in tumors after treatment revealed increased apoptosis upon SHP2i and dual-inhibition (Fig. 1F).

Next, we addressed the relevance of PI3K/SHP2 dual-inhibition for treating metastatic disease. After tumor resection, mice injected with 4T1 cells were treated for 5 days in a second round of inhibition, and monitored until signs of distress appeared (Fig. 1C). Only dual PI3Ki/SHP2i enhanced overall survival, with a median survival of 41 days, as compared to Vehicle or single agent-treated mice, with a median survival of 20–24 days (Fig. 1G). We then evaluated whether PI3K and SHP2 co-targeting prolongs survival in immunocompromised mice orthotopically injected with the human TNBC cell lines MDA-MB-468 or MDA-MB-436. Similarly, we found that PI3Ki, SHP2i and dual-inhibition reduced primary tumor growth, however only the PI3K/SHP2 co-targeting prolonged animal survival, indicating that only the combination decreased metastatic burden (Fig. 1H, Fig S2F). Indeed, histological analysis of H&E-stained lung sections revealed the absence of 4T1 metastatic foci in CLR457/SHP099 treated animals (sacrificed at the end of the 5-day treatment) as compared to Vehicle and PI3K single inhibition (Fig S2G). Interestingly, animals after SHP2 single inhibition had no lung metastases as well (Fig S2G). Given that 4T1 cells form metastases in multiple organs, we speculate that mice may have died from metastases at a different site or that cessation of SHP2 single inhibition triggered an overshoot of metastasis, a phenomenon previously observed in another context [23] and prevented by dual PI3K/SHP2 inhibition (Fig S2G). Of note, size-based quantification revealed the presence of larger metastases in the PI3K-treated group than in the control, similar to our previous observation with TNBC models (MDA-MB-231 LM2, 4T1) (Fig S2H) [24]. Altogether, our data showed a clear benefit of PI3K/SHP2 dual inhibition for overall survival in metastatic TNBC.

### Re-activation of PI3K and ERK/MAPK signaling blunts the effects of SHP2 inhibition

To decipher the molecular mechanisms by which PI3K/SHP2 dual inhibition decreases cancer cell viability, we assessed the short- and long-term effects of SHP2i and/or PI3Ki on the ERK/MAPK and PI3K pathways in vivo. Immunohistochemistry of 4T1 primary tumors after 4 or 14 days of treatment showed low levels of p-AKT (S473) in tumors from the Vehicle or PI3Ki-treated groups, regardless of treatment duration (Fig. 2A, Fig S3A). Interestingly, prolonged single SHP2i significantly increased p-AKT, indicating a reactivation of the PI3K kinase pathway in cancer cells upon SHP099 treatment. Dual inhibition blunted the activation of p-AKT upon SHP2i (Fig. 2A upper panel). SHP2i reduced p-ERK (T202/Y204) after 4 days (Fig S3A) but not after 14 days of treatment, where cells displayed a level of p-ERK similar to the control and to PI3Ki-treated samples (Fig. 2A bottom panel). Of note, the PI3K/SHP2 combination drastically reduced the level of p-ERK after 14 days of treatment (Fig. 2A bottom panel). Together, these results showed that both the PI3K and the ERK/MAPK pathways were reactivated in cells that survived single SHP2i, an effect that was prevented by PI3K/SHP2 dual inhibition.

**Fig. 2:**
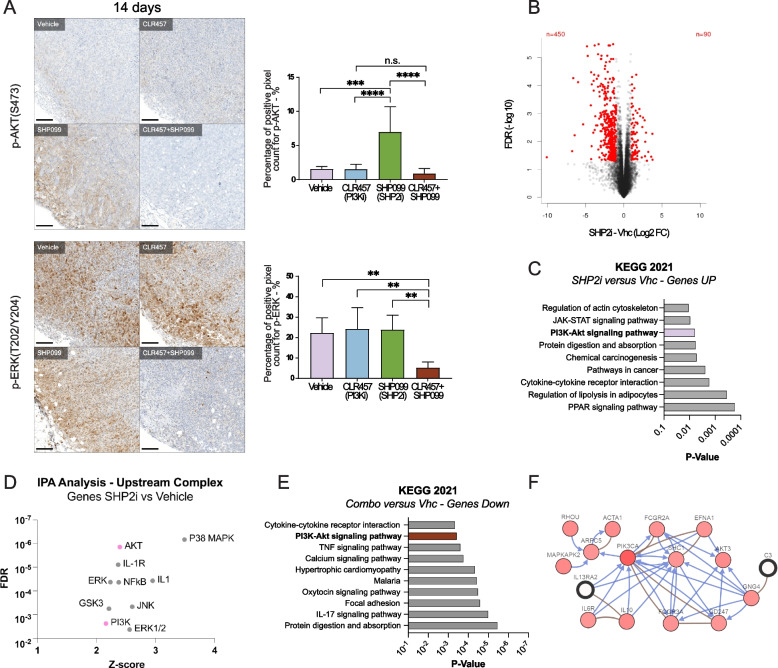
SHP2 blockade reactivates the PI3K pathway. **A** Representative images of the immunohistochemistry staining of 4T1 tumors from mice treated for 14 days with Vehicle, CLR457 and/or SHP099. Bar graphs show the quantification of p-AKT (Ser473) (top panel) and p-ERK (Thr 202/Tyr 204) staining (bottom panel). Tumors were collected as described in Fig. 1G. *n* = 7 – 8 animals. ** *P* ≤ 0.01, *** *P* ≤ 0.001, **** *P* ≤ 0.0001, n.s. not significant; One-way ANOVA test. Data are means ± STDEV. Scale bar 100 µm. **B** Volcano plot showing differentially expressed genes in SHP2i *versus* Vhc contrast in 4T1 tumors from mice treated as indicated. *n* = 4 – 5 animals, LogFC > 1, FDR < 0.05. **C** KEGG 2021 functional annotation of genes down-regulated upon SHP2i as compared to Vehicle. LogFC < -1, FDR < 0.05. **D** Upstream Regulator Analysis (Complex) from Ingenuity Pathway Analysis (IPA) of genes down-regulated upon SHP2i as compared to Vehicle. Pink dots represent AKT and PI3K complexes. LogFC < -1, FDR < 0.05. **E** KEGG 2021 functional annotation of genes down-regulated upon combo treatment as compared to Vehicle. LogFC < -1, FDR < 0.05. **F** Network generated using cBioportal showing the top 35 genes described in Fig S3G and their most frequently altered neighboring genes (filtered, 21%) in the breast cancer METABRIC dataset (Blue: control change of state; brown: in complex)

### SHP2 inhibition converges on the PI3K pathway at the transcriptional level

Next, we assessed the in vivo effects of PI3K and/or SHP2 inhibition on the transcriptome of 4T1 tumors, after 14 days of treatment. 

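RNA was sequenced from 18 tumors of 4T1 cells, a mouse line of triple-negative mammary carcinoma, 1 tumor per mouse. The groups were 5 tumors of mice given the vehicle alone (Vehicle), 4 of mice given the PI3K inhibitor CLR457 (PI3Ki), 4 of mice given the SHP2 inhibitor SHP099 (SHP2i) and 5 of mice given both (Combo). CLR457 was dosed at 20 mg/kg 2 times a day and SHP099 at 100 mg/kg 1 time a day, by gavage, from day 7 after the injection of 300000 cells. Tumors were collected on day 21, 3 h after the last dose. The authors selected poly(A) RNA, made stranded libraries, trimmed the paired-end reads with cutadapt, aligned them to GRCm38 with STAR and counted them per gene with qCount of QuasR. The deposited values are these whole-number counts per gene, without normalization. The total of counts per tumor ranged from 21.16 M to 24.79 M in Vehicle (median 23.05 M), from 23.78 M to 26.62 M in PI3Ki (median 25.43 M), from 21.6 M to 23.54 M in SHP2i (median 22.93 M) and from 22.84 M to 24.77 M in Combo (median 23.5 M). The paper's stated depth is a median of 53 M aligned reads per sample, from 44 M to 60 M, a number of reads and not of counts assigned to genes. From the counts, levels were computed as counts per M counts (CPM) with TMM scaling, and all 18 tumors were fitted together with edgeR's quasi-likelihood test, adjusted by the Benjamini-Hochberg method. Of the 22792 genes in the tables, 15282 had enough counts to be tested. In simulated counts with these depths and group sizes, genes with a log2 fold change of 1.5 were recovered in 91.25% of cases for PI3Ki, 76.25% for SHP2i and 88.75% for Combo against Vehicle. Lists of genes by pathway and cell type, the tests of genes and lists and the rule for the genes named were fixed before the data were examined, and covariates for muscle and B cell genes were added after the results were seen. A list was tested against all other genes with limma's camera, at a preset correlation between genes and again with the correlation estimated from the data. Gene positions are those of GRCm38.p6. A gene that overlaps another may hold some of its reads, since the text does not state whether the counting used the strand.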

First, principal component analysis (PCA) showed that the gene changes were similar within treatment groups and confirm the robustness of the dataset (Fig S3B). 

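Genes of cell types other than carcinoma cells were prominent among the 500 most variable genes. These held 17 of 19 tested markers of skeletal muscle, 9 of 10 markers of B and plasma cells, 10 markers of neutrophils and 21 genes for chemokines, interleukins and their receptors, but 0 of the tested genes for sterol and fatty acid synthesis, FOXO targets, endothelial markers or PDGF receptors and ligands. The first component, with 51.1% of the variance, ran from PI3Ki tumors (scores 30.76 to 50.38) over Vehicle (6.36 to 26.02) and SHP2i (-26.84 to -11.81) to Combo (-48.81 to -17.59). Its PI3Ki end carried the muscle genes Myh4, Ckm, Acta1 and Atp2a1, and its Combo end the epithelial and secretory genes Sprr2a1, Clca1, Dmbt1 and Reg1. On the second component, with 20.3%, the muscle genes Pvalb and Myh4 lay on the side of PI3Ki (scores 5.92 to 29.93), where Combo replicates 1, 2, 3 and 5 lay too (11.92, 23.88, 4.22 and 17.66). The lymph node gene Glycam1 and the B cell genes Ms4a1 and Cd79a lay on the side of Vehicle (-30.46 to -14.73). The third component held 11.1% and set the B cell genes Cd79b and Pax5 against the neutrophil genes S100a8 and S100a9. Combo replicates 3 and 4 had its highest scores (24.7 and 32.6), above PI3Ki replicates 5 and 3 (18.39 and 14.9). Tumors of 1 group lay closer together than tumors of different groups, with a mean Euclidean distance in log2 CPM of 33.88 within and 61.89 between groups. The difference of 28.02 passed a permutation test of the group labels (one-sided, p = 1e-05, the smallest p that 100000 permutations can give). All 18 tumors had a tumor of their own group as nearest neighbour. Vehicle tumors lay closest together (mean distance 24.39) and Combo tumors farthest apart (44.26). SHP2i lay closer to Combo (46.28) than to Vehicle (48.51), and PI3Ki and Combo were farthest from each other (80.9).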

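Genes of skeletal muscle had the highest values in PI3Ki tumors relative to Vehicle. Of 19 muscle markers, 18 were higher and none was lower at an adjusted p under 0.05 from edgeR (19 higher when adjusted over the list alone), with a median log2 fold change of 5.57. Tnni2, a troponin of fast muscle fibers, lies on chromosome 7 from 142441816 to 142444410 and was at 2.77 ± 1.74 CPM (SD, n = 5) in Vehicle and 58.95 ± 18.7 CPM (SD, n = 4) in PI3Ki. This is a log2 fold change of 4.41 (standard error 0.43, adjusted p = 1.47e-05), with all 4 PI3Ki tumors above every Vehicle tumor. The calcium pump Atp2a1, which overlaps Rabep2, rose by a log2 fold change of 6.04 (standard error 0.922, adjusted p = 0.000681). Among the genes that fell were genes of small blood vessels. Gpihbp1, the anchor of lipoprotein lipase on capillary endothelium (chromosome 15, 75596630 to 75598213), was at 24.7 ± 2.56 CPM (SD, n = 5) in Vehicle and 10.3 ± 0.201 CPM (SD, n = 4) in PI3Ki, a log2 fold change of -1.26 (standard error 0.221, adjusted p = 0.0024). Apln, a peptide made by sprouting endothelial cells, fell by 0.93 on the log2 scale (standard error 0.18, adjusted p = 0.00547). Of 20 endothelial markers, 2 were lower and none was higher (4 lower when adjusted over the list alone), with a median of -0.29. The list was lower at an adjusted p of 8.78e-05 from camera (adjusted p = 0.717 with an estimated correlation). Of 19 neutrophil markers, 4 were higher and none was lower (12 higher when adjusted over the list alone), with a median log2 fold change of 1.37 and an adjusted p of 0.000108 from camera (adjusted p = 0.717 with an estimated correlation, and 0.229 at the preset correlation without PI3Ki replicate 2). Their mean log2 CPM relative to Vehicle was 2.943 in PI3Ki replicate 2 and 0.212, 0.155 and 0.538 in replicates 1, 3 and 5, within the Vehicle range of -0.496 to 0.565. Ccl24, a chemokine for eosinophils, rose by 1.86 (standard error 0.381, adjusted p = 0.00796). In all, 267 genes passed an adjusted p of 0.05 and a log2 fold change of 1, of which 218 were higher and 49 lower. The number lower was 30 without PI3Ki replicate 5, and 32 without Vehicle replicate 2 or without Vehicle replicate 4. The muscle list passed camera at an adjusted p of 4.89e-45 (adjusted p = 0.0155 with an estimated correlation). Muscle content followed the treatment group closely, so with the mean level of the muscle markers as a covariate, added after the results were seen, 0 genes passed in edgeR, while 1358 had an unadjusted p under 0.05.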

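Genes of macrophages, dendritic cells and antigen presentation were lower in SHP2i tumors than in Vehicle. Of 19 macrophage markers, 8 were lower and none was higher at an adjusted p under 0.05 from edgeR (11 lower and 2 higher when adjusted over the list alone), with a median log2 fold change of -0.97. Fcgr1, a receptor for antibodies on macrophages and monocytes, lies on chromosome 3 from 96282909 to 96293969. Its level was 89.7 ± 14.8 CPM (SD, n = 5) in Vehicle and 18.2 ± 6.99 CPM (SD, n = 4) in SHP2i, a log2 fold change of -2.30 (standard error 0.354, adjusted p = 0.000622), and all 4 SHP2i tumors lay below every Vehicle tumor. The complement gene C1qc, made by tissue macrophages, went from 423.9 ± 44.6 to 124.5 ± 29.3 CPM (SD, n = 5 and 4), a log2 fold change of -1.77 (adjusted p = 0.00191). Ccr2, the receptor that brings monocytes from the blood, fell by 2.42 on the log2 scale (standard error 0.462, adjusted p = 0.00307). Slamf9, a receptor of myeloid cells that overlaps Gm7804, fell by 3.81 (adjusted p = 3.68e-06). Of 9 genes of MHC class II antigen presentation, 6 were lower and none was higher (8 lower when adjusted over the list alone). H2-Aa (chromosome 17, 34282744 to 34287823), which has close relatives in the same gene family, went from 917.3 ± 258 to 296.8 ± 142 CPM (SD, n = 5 and 4), a log2 fold change of -1.63 (adjusted p = 0.0113). Of 13 dendritic cell markers, 5 were lower and none was higher (7 lower and 1 higher when adjusted over the list alone). Of 14 markers of cytotoxic and NK cells, 3 were lower and none was higher (3 lower when adjusted over the list alone too). Of 19 neutrophil markers, 1 was lower and none was higher (1 lower when adjusted over the list alone too), with a median of -0.75. Their mean log2 CPM relative to Vehicle was from -1.38 to -0.558 in the SHP2i tumors, below every Vehicle tumor. Among the genes that rose were the epidermal growth factor receptor Egfr, which overlaps Gm39584 and Egfros, with a log2 fold change of 0.88 (standard error 0.137, adjusted p = 0.000701), and the carbonic anhydrase Car4, with 2.72 (standard error 0.467, adjusted p = 0.00136). Markers of B and plasma cells had a median log2 fold change of -3.74, although none of 10 passed the test over all genes in edgeR (5 lower when adjusted over the list alone). In all, 572 genes passed, 98 higher and 474 lower. The number higher was 55 without Vehicle replicate 2 and 57 without SHP2i replicate 5. Camera gave adjusted p = 5.02e-06 for the macrophage list, 2.94e-06 for MHC class II, 0.000114 for dendritic cells, 9.04e-05 for cytotoxic and NK cells and 0.0157 for neutrophils (in the same order, adjusted p = 0.698, 0.549, 0.445, 0.655 and 0.764 with an estimated correlation). The neutrophil list did not pass without SHP2i replicate 2, without SHP2i replicate 3 or with fry. With the mean level of the B cell markers as a covariate, added after the results were seen, 344 genes passed, and the median of the macrophage markers was -0.91 and that of the dendritic cell markers -0.53.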

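Combo tumors had lower levels of blood vessel and immune cell genes than Vehicle tumors. Of 20 endothelial markers, 16 were lower and none was higher at an adjusted p under 0.05 from edgeR (16 lower when adjusted over the list alone too), with a median log2 fold change of -1.07. Pecam1, an adhesion protein between endothelial cells, lies on chromosome 11 from 106654213 to 106715281 and went from 173.6 ± 15.1 to 83.2 ± 15.2 CPM (SD, n = 5 each). This is a log2 fold change of -1.06 (standard error 0.127, adjusted p = 7.94e-06), with all 5 Combo tumors below every Vehicle tumor. The cadherin of endothelial junctions, Cdh5, which overlaps Gm29682, went from 126.8 ± 16.9 to 41.5 ± 5.17 CPM (SD, n = 5 each), a log2 fold change of -1.61 (adjusted p = 9.74e-07). The step in Combo exceeded the sum of both single inhibitors for Pecam1 (interaction -0.84, adjusted p = 0.0276) and Cdh5 (interaction -1.14, adjusted p = 0.0154). A covariate for the level of the muscle markers was added after the results were seen. With it, 0 genes had an interaction at an adjusted p under 0.05 in edgeR. An unadjusted p under 0.05 was reached by 568 of 15282 genes, fewer than chance alone gives. This covariate nearly equals membership of the PI3Ki group, a term of the interaction, so the fit cannot decide on the interactions. Of 32 interferon-stimulated genes, 18 were lower and none was higher (18 lower when adjusted over the list alone too), among them Cxcl10, a chemokine for T cells that overlaps Art3, with a log2 fold change of -2.80 (standard error 0.375, adjusted p = 2.29e-05). The mean log2 CPM of the interferon list relative to Vehicle was -0.208 in Combo replicate 1, within the Vehicle range of -0.343 to 0.282. It was from -1.658 to -0.939 in Combo replicates 2 to 5. Of 19 neutrophil markers, 13 were lower and 1 was higher (14 lower and 1 higher when adjusted over the list alone), and of 14 markers of cytotoxic and NK cells, 11 were lower and none was higher (11 lower when adjusted over the list alone too). Of 19 macrophage markers, 13 were lower and 1 was higher, with the same numbers when adjusted over the list alone. Among the genes that rose, the collagen receptor subunit Itga10 (chromosome 3, 96645584 to 96664519) went from 7.5 ± 1.82 to 81.2 ± 34.5 CPM (SD, n = 5 each), a log2 fold change of 3.43 (standard error 0.296, adjusted p = 2.9e-07). Sprr2a1, a protein of the cell envelope of epithelia, had the largest log2 fold change among the named genes (7.41) but is a near-identical copy of Sprr2a3. In all, 1659 genes passed, 610 higher and 1049 lower, and 699 passed between Combo and SHP2i, 220 higher and 479 lower in Combo. Camera gave adjusted p = 2.13e-12 for the endothelial list, 3.42e-06 each for the interferon and the macrophage list, 0.000114 for neutrophils and 3.68e-06 for cytotoxic and NK cells (adjusted p = 0.368, 0.502, 0.483, 0.483 and 0.368 with an estimated correlation). Markers of B and plasma cells ranged widely among the Combo tumors, with mean log2 CPM of 3.84 and 4.5 in replicates 3 and 4 and from -1.64 to -0.62 in the others. Of 19 immediate early and heat shock genes, which also respond to the handling of tissue, 10 were lower and 1 was higher (13 and 1 when adjusted over the list alone).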

After PI3Ki treatment, 260 genes were up- or downregulated, 540 genes after SHP2i treatment, and 1531 after dual inhibition, using an FDR < 0.05 and an absolute LogFC of 1 (Fig. 2B, Fig S3E, F). 

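Genes of the PI3K-Akt pathway were both among the genes that rose and among those that fell with each inhibitor. Of 304 tested members of a list of the pathway, from growth factors and matrix proteins to kinases, 34 were higher and 29 lower in SHP2i than in Vehicle at an adjusted p under 0.05 from edgeR (45 higher and 35 lower when adjusted over the list alone). In PI3Ki, 6 were higher and 9 lower (6 and 9 when adjusted over the list alone too), and in Combo, 88 and 79 (92 and 82 when adjusted over the list alone). With a log2 fold change over 1 as well, the members higher in SHP2i were Col6a5, Igf2, Gdnf and Efna3, named here after their values were seen. Igf2, a growth factor that signals through the insulin and IGF1 receptors and lies on chromosome 7 from 142650768 to 142666816, was at 52 ± 9.33 CPM (SD, n = 5) in Vehicle and 142.7 ± 65.4 CPM (SD, n = 4) in SHP2i. This is a log2 fold change of 1.46 (standard error 0.295, adjusted p = 0.0046), and Igf2os on the other strand overlaps it. Gdnf, a ligand of the receptor RET, rose by 1.25 (adjusted p = 0.00506). The 15 members lower in SHP2i included Pik3cg, the catalytic PI3K subunit of white blood cells, with a log2 fold change of -1.67 (standard error 0.402, adjusted p = 0.013). In PI3Ki, the 1 member lower was Pik3r3, a regulatory PI3K subunit that overlaps Gm18535, from 6.3 ± 0.539 to 3.13 ± 1.02 CPM (SD, n = 5 and 4), a log2 fold change of -1.01 (adjusted p = 0.0108). The members higher in PI3Ki were Thbs4, named here after its values were seen, and Prkaa2. Muscle markers were also higher in these tumors, so muscle tissue as a source of the rise in both genes stays open. Among the members higher in Combo were the insulin receptor substrate Irs1 (chromosome 1, 82233105 to 82291439), from 63 ± 6.43 to 139.8 ± 17 CPM (SD, n = 5 each), and the growth factor Vegfa, named here after its values were seen, with a log2 fold change of 1.27 (adjusted p = 0.000708). Among the 98 genes higher in SHP2i, 4 members compare with 1.95 by chance (odds ratio 2.11, adjusted p = 0.197 over 6 two-sided Fisher's exact tests). Among the genes lower in PI3Ki, 1 compares with 0.98 (odds ratio 1.03, adjusted p = 0.627). For the other sets of genes the members and their number by chance were 15 and 9.43 lower in SHP2i (adjusted p = 0.132), 2 and 4.34 higher in PI3Ki (adjusted p = 0.4), 22 and 12.1 higher in Combo (adjusted p = 0.042) and 30 and 20.9 lower in Combo (adjusted p = 0.132). Without the log2 fold change minimum, the adjusted p of the Fisher's exact test was 8.38e-05 for the genes higher in SHP2i, 0.0676 for those higher in Combo and 0.0206 for those lower in Combo. With the minimum, the adjusted p for the genes higher in Combo was 0.07 without PI3Ki replicate 1. In place of the list it was 0.858 for the Reactome PI3K Cascade, 1 for kinases and direct regulators alone and 0.54 without matrix proteins and integrins. Camera gave an adjusted p of 0.397 for the whole list in SHP2i and 0.367 in PI3Ki.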

Functional annotation using different resources (KEGG, Ingenuity Pathway Analysis, WikiPathways and GSEA) revealed PI3K/AKT signaling as a term consistently associated to genes upregulated upon SHP2i, and to genes downregulated upon PI3Ki (Fig. 2C-E, Fig S3C, D). 

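Genes for a secreted protein, an acute phase protein, an amino acid transporter and a complement component were higher in SHP2i tumors than in Vehicle. Scube3, a secreted protein with EGF-like domains on chromosome 17 from 28142100 to 28174851, went from 5.93 ± 1.41 CPM (SD, n = 5) in Vehicle to 18.5 ± 2.72 CPM (SD, n = 4), a log2 fold change of 1.64 (standard error 0.182, adjusted p = 3.24e-05). Haptoglobin (Hp), an acute phase protein on chromosome 8 from 109575128 to 109579172, went from 303.9 ± 75.8 to 867.6 ± 108 CPM (SD, n = 5 and 4), a log2 fold change of 1.51 (adjusted p = 0.0044). The arginine transporter Slc7a2 rose by 1.86 (standard error 0.407, adjusted p = 0.00732), and the complement component C3, which holds Mir6978, by 1.65 (standard error 0.368, adjusted p = 0.00825). All 4 SHP2i tumors lay above every Vehicle tumor for each of these genes. Shc1, an adaptor between receptor tyrosine kinases and RAS on chromosome 3 from 89418551 to 89430029, was at 186.1 ± 5.22 CPM (SD, n = 5) in Vehicle and 185.9 ± 16.6 CPM (SD, n = 4) in SHP2i (log2 fold change -0.0011, standard error 0.102, adjusted p = 0.995). Pik3ca, the catalytic PI3K subunit alpha (chromosome 3, 32397065 to 32466112), overlaps Kcnmb3 and was at 68.3 ± 5.75 and 70.02 ± 3.09 CPM (log2 fold change 0.04, standard error 0.0846, adjusted p = 0.809). In Combo these genes rose, by 0.29 for Shc1 (adjusted p = 0.0218) and 0.47 for Pik3ca (adjusted p = 0.000201). At an adjusted p under 0.01 and a log2 fold change over 1.5, edgeR called 19 genes higher in SHP2i. This number was 9 without Vehicle replicate 2 or without SHP2i replicate 5, 10 without Vehicle replicate 3 and 11 without Vehicle replicate 5. Of 16 genes drawn in the network, C3 and Il13ra2 were higher and Arpc5 and Fcgr4 lower in SHP2i at an adjusted p under 0.05 (2 higher and 3 lower when adjusted over the list alone). The network starts from genes that the study chose on these tumors, which are not independent evidence, and adds their neighbors altered in another dataset.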

Finally, network analysis of the 35 most-upregulated genes in the SHP2 inhibition group compared to the Vehicle group using cBioPortal (https://www.cbioportal.org/) and the breast cancer METABRIC dataset showed convergence to Src Homology 2 Domain-Containing 1 (SHC1), PIK3CA and AKT3 (Fig. 2F, Fig S3G). 

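Targets of ERK, the kinase downstream of SHP2 and RAS, were more often lower than higher in SHP2i tumors. Of 34 tested, 6 were lower and 1 was higher than in Vehicle at an adjusted p under 0.05 from edgeR (9 lower and 2 higher when adjusted over the list alone), with a median log2 fold change of -0.12. Among them, Etv5 (chromosome 16, 22381313 to 22439570) went from 63.9 ± 9.92 to 33.1 ± 2.55 CPM (SD, n = 5 and 4), a log2 fold change of -0.95 (standard error 0.135, adjusted p = 0.000294), and Dusp6, which overlaps Gm34921, fell by 0.69 (adjusted p = 0.00241). In Combo, 13 ERK targets were lower and 6 higher (13 and 6 when adjusted over the list alone too), among them the phosphatase Dusp5, which fell by 2.00 on the log2 scale (standard error 0.207, adjusted p = 1.93e-06). A list of immediate early and heat shock genes, which also respond to the handling of tissue, shares Egr1, Fos, Fosb, Ier2 and Ier3 with the ERK targets. It had a mean log2 CPM of -0.17 ± 0.18 in SHP2i (SD, n = 4) and -0.632 ± 0.207 in Combo (SD, n = 5) relative to Vehicle, beside -0.208 ± 0.0989 and -0.378 ± 0.0614 for the ERK targets. Of its 19 genes, 1 was lower and none was higher in SHP2i (1 lower when adjusted over the list alone too), and 10 were lower and 1 was higher in Combo (13 and 1 when adjusted over the list alone), at an adjusted p from camera of 0.263 and 0.00165 (adjusted p = 0.769 and 0.387 with an estimated correlation). Of 36 kinases and direct regulators of PI3K-Akt signaling, 3 were higher and 4 lower in SHP2i (5 and 4 when adjusted over the list alone), 2 higher and 1 lower in PI3Ki (4 and 1 when adjusted over the list alone) and 18 higher and 7 lower in Combo (18 and 7 when adjusted over the list alone too). Akt1 had a log2 fold change of 0.04 in SHP2i (adjusted p = 0.767). ERK targets passed at 0.038 in SHP2i and 0.0326 in Combo (adjusted p = 0.698 and 0.502 with an estimated correlation, and 0.108 in SHP2i with a replicate block).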

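Genes that respond to AKT moved in PI3Ki and Combo tumors. SREBP factors, which AKT and mTORC1 activate, switch on sterol and fatty acid synthesis, and FOXO factors, which AKT holds out of the nucleus, switch on genes such as Ccng2 and Pdk4 when AKT is inhibited. Of 31 SREBP targets, 16 were lower and none was higher in PI3Ki at an adjusted p under 0.05 from edgeR (23 lower when adjusted over the list alone), with a median log2 fold change of -0.42. In Combo, 25 were lower and 1 was higher (25 and 1 when adjusted over the list alone too), with a median of -0.68. Msmo1, an enzyme of sterol synthesis on chromosome 8 from 64718123 to 64733578, was at 59.8 ± 5.3 CPM (SD, n = 5) in Vehicle, 31.2 ± 4.48 CPM (SD, n = 4) in PI3Ki, 58 ± 6.88 CPM (SD, n = 4) in SHP2i and 27.8 ± 5.11 CPM (SD, n = 5) in Combo. The log2 fold change was -0.94 in PI3Ki (standard error 0.13, adjusted p = 0.000254) and -1.11 in Combo (standard error 0.122, adjusted p = 3.59e-06). Of 26 FOXO targets, 6 were higher and none was lower in PI3Ki (13 higher when adjusted over the list alone), and 20 were higher and 2 lower in Combo (20 and 2 when adjusted over the list alone too). Ccng2, a cyclin of cells that leave the cycle, on chromosome 5 from 93267573 to 93276231, was at 71.6 ± 5.8 CPM (SD, n = 5) in Vehicle and 111.5 ± 5.9 CPM (SD, n = 4) in PI3Ki, a log2 fold change of 0.64 (adjusted p = 0.00074). The insulin receptor gene Insr rose in Combo by 0.92 (standard error 0.11, adjusted p = 7.33e-06). In SHP2i, 2 of the 31 SREBP targets were higher and none was lower (1 higher when adjusted over the list alone), and 1 of the 26 FOXO targets was lower and none was higher (0 when adjusted over the list alone). Their medians were -0.0081 and 0.025. Between SHP2i and PI3Ki tumors, tested directly, 20 SREBP targets were higher and none was lower in SHP2i, and 11 FOXO targets were lower and none was higher (23 and 13 when adjusted over each list alone). A covariate for the level of the muscle markers was added after the results were seen. With it, 0 SREBP and 0 FOXO targets passed in PI3Ki in edgeR. Their medians were -0.861 and 0.458 with it (adjusted p = 5.17e-19 and 7.99e-05 from camera), beside -0.42 and 0.333 without it. The covariate nearly equals membership of the PI3Ki group. In the same fit the macrophage list in PI3Ki reversed its direction (adjusted p = 3.09e-13 from camera). This fit therefore cannot separate the PI3Ki group from muscle content. Between SHP2i and PI3Ki 0 genes passed in it, while 2182 had an unadjusted p under 0.05. With the muscle genes left out instead, 15 SREBP and 6 FOXO targets passed in PI3Ki. Leaving them out does not adjust the other genes for muscle content, so it cannot replace the covariate. Camera gave adjusted p = 6.29e-24 and 5.15e-10 for SREBP targets in PI3Ki and Combo, 2.56e-09 and 4.46e-06 for FOXO targets, and 0.489 and 0.805 for both lists in SHP2i (in the same order, adjusted p = 0.079, 0.368, 0.079, 0.368, 0.898 and 0.924 with an estimated correlation). From its transcriptomic analyses, among them the functional annotation and the network, set beside its immunostaining of the tumors, the paper concludes that PI3K signaling is reactivated when SHP2 is inhibited.

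**Figure D1:**
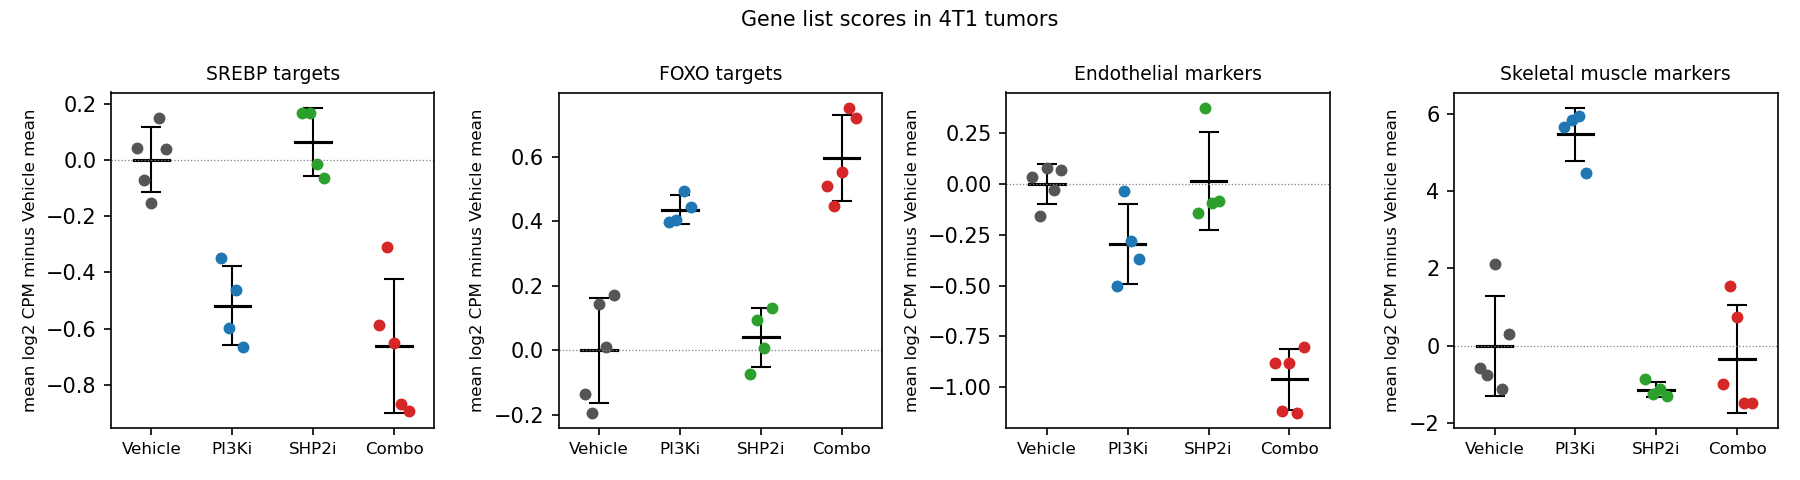
Mean log2 CPM of SREBP targets, FOXO targets, endothelial markers and skeletal muscle markers per tumor, minus the Vehicle mean, for Vehicle, PI3Ki, SHP2i and Combo; points are tumors, bars are group means and error bars are SD. SREBP targets lie at -0.52 in PI3Ki, 0.06 in SHP2i and -0.66 in Combo, FOXO targets at 0.44, 0.04 and 0.60, endothelial markers at -0.30, 0.02 and -0.96 and muscle markers at 5.47, -1.13 and -0.33.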

Altogether the data inferred from transcriptomic analyses are consistent with IHC results, and demonstrate reactivation of PI3K signaling upon SHP2i.

### PDGFRβ mediates reactivation of the PI3K pathway following SHP2i

To identify molecular mechanisms accounting for SHP2i-mediated PI3K pathway activation, we quantified the total tyrosyl-phosphorylation of 39 RTKs in tumor protein lysates from SHP2i-treated tumors (Fig. 3A, B). Several RTKs were highly phosphorylated upon SHP2 inhibition, compared to the control, including platelet-derived growth factor receptor β (top hit; PDGFRβ), AXL, insulin-receptor (INSR) and ephrin-A7 (EPHA7) (Fig. 3A, B). Interestingly, PDGFRβ is known to promote tumor growth, metastasis, and resistance to therapy [25, 26]. We then asked whether SHP2i-mediated PDGFRβ hyper-phosphorylation accounts for subsequent PI3K pathway activation.

**Fig. 3:**
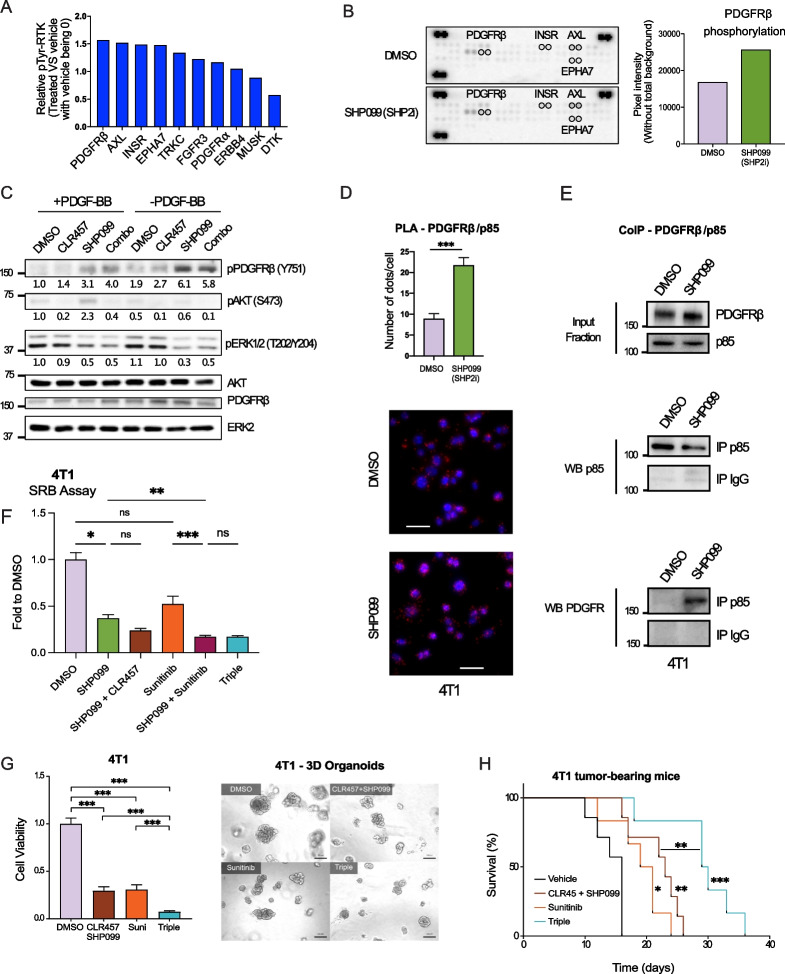
SHP2i induces PDGFRβ phosphorylation and subsequent PI3K pathway signaling. **A** Quantification of the 10 most-enriched phospho-tyrosyl-RTKs in 4T1 tumors from mice treated as indicated. Data shown are dot quantification by pixel density from RTK-array scans. **B** Receptor Tyrosine Kinase (RTK) array from 4T1 tumors of mice treated with Vehicle or SHP099 and bar graphs (right) of PDGFRβ phosphorylation. n = 1 RTK array. Data shown are dot quantification by pixel density from RTK-array scans. **C** Immunoblots of lysates from 4T1 cells that were grown as monolayers and treated with PI3Ki (CLR457, 500 nM) and/or SHP2i (SHP099, 5 µM) and stimulated with PDGF-BB 500 ng/mL for 20 h. n = 2 replicates. **D** Proximity Ligation Assay of PDGFRβ/p85 in 4T1 cells cultured in DMEM 1% FCS treated with DMSO or SHP2i (SHP099, 5 µM). Quantification of dots (interactions) per cell and representative images are shown. Brightness and contrast for the red and blue channels have been adjusted identically for all images. *n* = 3 biological replicates. *** *P* < 0.001; Student’s t-test. Error bars represent standard deviations. Scale bar 20 µM. **E** Immunoblots showing PDGFRβ co-immunoprecipitation with p85 in 4T1 cells treated with SHP099 (5 µM) for 24 h, as compared to DMSO treated cells. IgGs were used as negative control for p85 immunoprecipitation. PDGFRβ and p85 abundance in the input fraction are shown. **F** SRB assay using the 4T1 cells treated with DMSO, SHP099 (5 µM), CLR457 (2 µM), Sunitinib (0.5 µM) and the indicated combinations, for 3 consecutive days. n = 2 biological replicates with 4 technical replicates. * *P* ≤ 0.05, *** *P* ≤ 0.001; One-way ANOVA test. Data shown are mean ± STDEV. **G** 3D cell viability assay of 4T1 organoids treated as indicated for 4 days (left panel). Treatment was refreshed every 2 days. Representative images of 3D cultures from each condition are shown (right panel). *n* = 4 replicates. *** *P* ≤ 0.001; One-way ANOVA test. Data shown are means ± STDEV. Scale bar 100 µm. **H** Overall survival of 4T1-tumor-bearing mice treated in the adjuvant setting as indicated. An event was scored when a mouse showed any sign of distress. *n* = 7 – 8 animals per group. * *P* = 0.0111, ** *P* = 0.0015; *** *P* = 0.0009; Log-rank test

We first confirmed the absence of differential expression of PDGF receptors and ligands in all conditions, thus excluding the possibility of transcriptional mechanisms (Fig S4A-B). 

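In SHP2i tumors, none of the 7 genes for PDGF receptors and ligands passed an adjusted p of 0.05 in edgeR. The number was 0 when adjusted over the list alone and 1 at an unadjusted p under 0.05. In DESeq2, 1 passed an adjusted p of 0.05. All 7 log2 fold changes were positive, from 0.06 for Pdgfb to 0.58 for Pdgfra. Their mean log2 CPM relative to Vehicle was 0.129, 0.453, 0.246 and 0.333 in SHP2i replicates 2 to 5. The Vehicle tumors ranged lower, from -0.123 to 0.124. Pdgfrb, the receptor PDGFRβ of pericytes and fibroblasts on chromosome 18 from 61045127 to 61085067, had a log2 fold change of 0.28 (95% confidence interval -0.14 to 0.70, adjusted p = 0.374). Pdgfra, the receptor PDGFRα of fibroblasts on chromosome 5 from 75151322 to 75198206, overlaps Mir7025 and had a log2 fold change of 0.58 (95% confidence interval 0.13 to 1.04, adjusted p = 0.0864). In Combo tumors, Pdgfa, Pdgfc, Pdgfra and Pdgfrl were higher and Pdgfb was lower than in Vehicle, 5 genes past the test (5 when adjusted over the list alone too). The ligand gene Pdgfa (chromosome 5, 138976014 to 139000792) went from 196 ± 29.8 to 511.2 ± 97.7 CPM (SD, n = 5 each), a log2 fold change of 1.38 (95% confidence interval 1.08 to 1.69, adjusted p = 2.22e-06). Pdgfra went from 197.7 ± 40.6 to 626.6 ± 230 CPM (SD, n = 5 each), a log2 fold change of 1.66 (adjusted p = 1.26e-05). The ligand gene Pdgfc (chromosome 3, 81036416 to 81214040) rose by 0.83 (adjusted p = 5.34e-05) and the receptor-like gene Pdgfrl by 0.45 (adjusted p = 0.0198). Pdgfb, a ligand made by endothelial cells that recruits pericytes (chromosome 15, 79995865 to 80024614), overlaps Mir7213 and fell by 0.94 on the log2 scale in Combo (adjusted p = 3.32e-06). In PI3Ki it was the 1 gene past the test (3 when adjusted over the list alone), from 101.6 ± 8.05 to 67.6 ± 9.5 CPM (SD, n = 5 and 4), a log2 fold change of -0.59 (adjusted p = 0.00378). Pdgfrb in Combo had a log2 fold change of 0.26 (95% confidence interval -0.14 to 0.66, adjusted p = 0.285). Relative to SHP2i alone, Combo tumors were higher in Pdgfa, Pdgfc and Pdgfra and lower in Pdgfb. The effect of both inhibitors together differed from the sum of each for Pdgfa (interaction 1.33, adjusted p = 0.00521) and Pdgfc (interaction 0.72, adjusted p = 0.0474). With a log2 fold change over 1 as well, 2 of the genes passed in Combo and 0 in PI3Ki in edgeR. At the stricter limits of an adjusted p under 0.01 and a log2 fold change over 1.5, 1 passed in Combo and 0 in PI3Ki. With the level of the muscle markers as a covariate, added after the results were seen, Pdgfb in PI3Ki did not pass. Neither did the interactions of Pdgfa and Pdgfc (0 genes with an interaction at an adjusted p under 0.05 in edgeR). An unadjusted p under 0.05 was reached by 568 of 15282 genes, fewer than chance alone gives. This covariate nearly equals membership of the PI3Ki group, so the fit can decide on neither Pdgfb in PI3Ki nor the interactions.

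**Figure D2:**
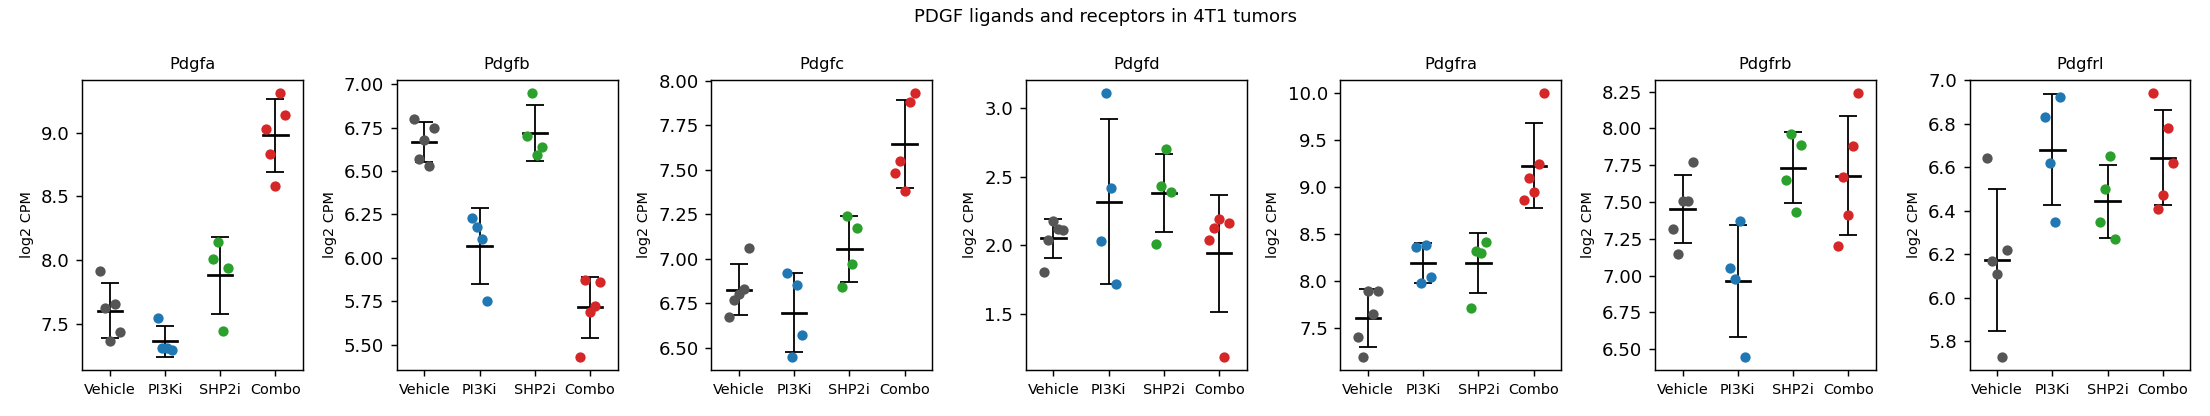
Levels of the 7 genes for PDGF receptors and ligands in log2 CPM per tumor in Vehicle, PI3Ki, SHP2i and Combo; points are tumors, bars are group means and error bars are SD. Pdgfa, Pdgfc, Pdgfra and Pdgfrl are higher in Combo than in Vehicle by 1.38, 0.83, 1.66 and 0.45, and Pdgfb is lower in PI3Ki and Combo.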

We next assessed the abundance of p-AKT (S473), p-ERK (T202/Y204) and p-PDGFRβ (Y751) by western blot in 4T1 cells treated in vitro. We show that SHP2 inhibition decreases the level of p-ERK and increases the level of p-AKT, which was blocked upon addition of PI3K inhibitor (Fig. 3C), therefore mirroring what we detected in vivo (Fig. 2A). Interestingly, SHP2i increased phosphorylation of PDGFRβ Y751, a substrate of SHP2 and a known docking site of the regulatory subunit of PI3K p85 (Fig. 3C) [27, 28]. We validated this observation in the human triple negative cell line MD-MDA-468, in which SHP2i also triggers PDGFRβ phosphorylation at Y751 (Fig S4C). To test whether PDGFRβ Y751 hyperphosphorylation upon SHP2i promotes recruitment of PI3K p85, we performed a proximity ligation assay (PLA), a technique that allows quantification of protein interactions. SHP2i resulted in a 1.5 to 2-fold increase in interactions between PDGFRβ and p85 compared to DMSO-treated 4T1 and MDA-MB-468 cells (Fig. 3D, Fig S4D). These results were confirmed using co-immunoprecipitation of PDGFRβ together with p85, specifically in SHP099-treated 4T1 cells compared to DMSO (Fig. 3E). These data indicate that SHP2i increases PDGFRβ Y751 phosphorylation and facilitates recruitment of the PI3K p85 subunit, which accounts for the subsequent activation of the PI3K pathway. Next, we assessed the effect of PDGFRβ inhibition alone or with SHP2i or PI3Ki/SHP2i dual inhibition, both in vitro and in vivo, using PDGFRβ inhibitor Sunitinib [29]. Sunitinib treatment with SHP2i and SHP2i/PI3K decreased 4T1 and MDA-MB-468 cell number compared to single of dual SHP2i/PI3Ki treatments (Fig. 3F, G, Fig S4E, F). We then assessed the effects of the triple combination on animal survival. Mice in the adjuvant setting were treated for 16 days by alternating 4 days of treatment with a 2-day break in order to limit drug toxicity. The Sunitinib single-agent and the CLR457/SHP099 dual-inhibition groups showed similar survival, with medians of 20 days and 23 days, respectively. The survival of the triple-combination group was significantly longer than any other group (29.5 days) (Fig. 3H). Altogether our results demonstrate the potential therapeutical benefits of co-targeting SHP2 and the PI3K pathways together with PDGFRβ in TNBC, as this increased overall survival in pre-clinical models.

## Discussion

Targeting signaling molecules in combination with chemo- or hormone therapy has improved the survival of patients at different stages of breast cancer. Approved mechanism-based therapies for breast cancer, such as Trastuzumab, Everolimus, Olaparib, Palbociclib, Ribociclib, Abemaciclib, and Alpelisib, target specific cancer dependencies with tolerable systemic effects [30]. Despite their initial success, these strategies are hindered by the development of resistance that leads to cancer cell insensitivity and restricts therapeutic solutions [31–34]. However, it is anticipated that combinations of therapies will potentiate the initial inhibition, thus overcoming resistance and improving patient outcome. Therefore, identifying optimal and tolerable combinations of therapies, particularly for metastatic disease, by assessing their effect on metastasis and overall survival in preclinical models will be paramount for the development of clinical trials. In the present study, we assessed the effects of SHP2 and/or PI3K inhibition in metastatic TNBC and found that dual inhibition decreases lung metastasis and enhances overall survival in this model.

The comparison of treatments with single agents and their effects on primary tumor growth, metastasis and overall survival was also informative, and showed differential sensitivity of cancer cells to targeted therapy at the primary site and in the lungs. Thus, primary tumor shrinkage alone as a measure of drug efficacy can be misleading. First, whereas PI3K inhibition had no effect on primary tumor growth, it increased the size of lung metastatic foci. We previously reported similar results using a dual PI3K/mTOR inhibitor in orthotopic TNBC models [24]. The discrepancy between effects on primary tumor growth and the consequences for metastasis has received experimental support in numerous publications [35–37], and our previous research also showed that CCL2, JAK2 or IL-8 inhibition has no effect on primary tumor growth but decreases lung metastases and increases overall survival [23, 24, 38]. Second, while SHP2 inhibition alone decreased primary tumor volume and lung metastases, it failed to improve animal survival. This observation may be explained either by an overshoot of metastases after cessation of treatment as we observed with anti-CCL2 treatment [23] or by metastases in other organs. Altogether, these findings stress the need for thorough preclinical evaluation of drug efficacy, not only in vitro and on primary tumor growth but also on metastasis and overall survival.

Protein and transcriptome analyses revealed activation of PI3K and ERK/MAPK pathways upon SHP2 blockade in a PDGFRβ-dependent manner and that this is blunted by combined inhibition of PI3K and SHP2. PDGFRs are RTKs that promote disease progression and therapy resistance in multiple cancer types, such as gliomas and colorectal cancer, and their exact activity in different breast cancer subtypes is currently being investigated. Indeed, PDGFRs can block tamoxifen action in ERα ( +) breast cancer by activating growth factor signaling and promoting ERα ligand-independent activation [39]. PDGFRβ blockade was also reported to dampen BRCA1-mediated tumorigenesis in a transgenic mouse model of breast cancer [40]. In our present study, we show that PDGFRβ acts as a rheostat for PI3K signaling upon SHP2i. Of note, SHP2 has been described previously to bind ligand-induced p-PDGFRβ and induce its dephosphorylation [41]. Our data corroborate this observation in TNBC models, where SHP2i led to accumulation of p-PDGFRβ, enabling p85 recruitment and subsequent activation of PI3K pathway signaling. Finally, we show that PDGFRβ inhibition significantly improved animal survival, either as single agent or in triple combination with SHP2i/PI3Ki, thus providing a rationale for combining these agents in clinical studies.

While multiple PI3K inhibitors are currently in clinical trials on solid tumors [42], an alpha-specific PI3K inhibitor has been approved for use, in combination with an endocrine therapy, to treat hormone receptor-positive (HER2)‑negative advanced breast cancer [43]. This pathway is also hyperactivated in the highly aggressive subtype TNBC, but the exact combination therapy that would enhance the efficacy of PI3K inhibition in the context of metastatic disease is not known. In addition, it has been reported that SHP2i can circumvent PI3K resistance in luminal and HER2-enriched breast cancer cells [44]. We show here that PI3K inhibition circumvents SHP2i resistance but, given the pleiotropic activity of SHP2, additional mechanisms of resistance may be at play. It has been reported for example that resistance to SHP099 therapeutic pressure in cancer cells can occur via activation of FGFR [45]. Indeed, co-targeting of SHP2 using SHP099 and FGFR using FIIN4 inhibitor was shown to decrease primary tumor and metastatic outgrowth in HER2-enriched and TNBC models. SHP2 was also identified as a key factor that promotes MEK/ERK pathway activation and therapy resistance in ALK and KRAS mutant non-small-cell lung cancers (NSCLC) [33, 34]. Our results provide a rationale for the use of dual SHP2 and PI3K inhibition in TNBC models, as this reduces primary tumor, metastases outgrowth and increases overall survival in preclinical models.

## Materials and methods

### Compounds

CLR457 and SHP099 were obtained from Novartis (Basel, Switzerland and Cambridge, USA), and Sunitinib from Pfizer Inc (Sutent). Compounds were prepared as 10 mM stock solutions in DMSO and stored protected from light at –20 °C. CLR457 (20 mg/kg), SHP099 (100 mg/kg) and Sunitinib (60 mg/kg) were freshly formulated in methylcellulose / Tween-80 (0.5% / 0.5%) and administered to mice by oral gavage at 5 ml/kg.

### Animal experiments

All in vivo experiments were performed in accordance with the Swiss animal welfare ordinance and approved by the cantonal veterinary office Basel Stadt. Female severe combined NOD-scid IL2rγnull (NSG) and Balb/c animals were maintained in the Friedrich Miescher Institute for Biomedical Research and the University Department of Biomedicine animal facilities in accordance with Swiss guidelines on animal experimentation. For orthotopic engraftment of cell lines, 0.3 × 10^6^ 4T1, 2 × 10^6^ MDA-MB-436, and 2 × 10^6^ MDA-MB-468 cells were suspended in 50 µL PBS and injected into mammary fat pad number 4 of 8-week-old mice. Tumor-bearing mice were randomized based on tumor volume prior to the initiation of treatment, which started when average tumor volume was at least 80 mm^3^. CLR457 was administered twice a day and SHP099 once daily. Tumors were measured every 3 – 4 days and tumor volumes calculated by the formula 0.5 x (larger diameter) x (smaller diameter)^2^. End-point tumor sizes were analyzed for synergism using the formula AB/C < A/C x B/C, where C is tumor volume Vehicle, A is tumor volume compound 1, B is tumor volume compound 2, and AB is tumor volume combination [46]. For survival studies, day 0 corresponds to tumor removal and animals were sacrificed as soon as they showed any signs of distress (e.g., breathing disorders, weight loss, or immobility).

### Cells, cell culture and reagents

SUM159 were propagated in Nutrient Mixture F-12 supplemented with 5% fetal calf serum, 0.5 μg/ml hydrocortisone, and 10 μg/ml insulin (all from Sigma), 100 IU/ml penicillin, 100 μg/ml streptomycin and 100 μg/ml Normocin (InvivoGen). Balb/c tumor-derived mammary cancer lines 4T1 were propagated in DMEM, with 10% fetal calf serum (all from Sigma), 100 IU/ml penicillin, 100 μg/ml streptomycin and 100 μg/ml Normocin (InvivoGen). MCF10A-HER2/HER3 [4] were propagated in DMEM/F12 medium (Invitrogen) supplemented with 5% horse serum (Hyclone), 20 ng/ml EGF (Peprotech), 0.5 μg/ml hydrocortisone, 100 ng/ml cholera toxin, and 10 μg/ml insulin (all from Sigma), 100 IU/ml penicillin, 100 μg/ml streptomycin and 100 μg/ml Normocin (InvivoGen). All other cell lines were obtained from and were cultured according to the protocols of the American Type Culture Collection. Profiling of human cell lines used highly-polymorphic short tandem repeat *loci* sequencing(STRs) (Microsynth). For treatment with inhibitor(s), cells were synchronized with 0.5% serum for 6 h to avoid masking effects of growth factors present under full-serum conditions.

### Cell number assay

Different cell lines were cultured overnight in 96-well plates at 1,000 to 5,000 cells/well before culture medium containing 0.5% FCS (or HS) and the inhibitor(s) described above were added. The culture medium with inhibitor(s) was renewed 48 h after initial treatment and cells were fixed 24 h later. Cell fixation, staining and quantification were performed using the Sulforhodamine B colorimetric assay. Values measured using the Sulforhodamine B colorimetric assay were analyzed for synergism using the formula AB/C < A/C x B/C, where C is value in DMSO condition, A is the value of inhibitor 1, B is the value of inhibitor 2, and AB is the inhibitors combination value.

### Immunoblotting and Phospho-RTK arrays

Cells were lysed with RIPA buffer (50 mM Tris–HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with 1 × protease inhibitor cocktail (Complete Mini, Roche), 0.2 mM sodium orthovanadate, 20 mM sodium fluoride and 1 mM phenylmethylsulfonyl fluoride. Lysates from xenografts were prepared by lysing kryo-homogenized tumor powder in RIPA buffer. Whole cell lysates (30–80 μg) were subjected to SDS-PAGE, transferred to PVDF membranes (Immobilon-P, Millipore) and blocked for 1 h at room temperature with 5% milk in PBS-0.1% Tween-20. Membranes were then incubated overnight with primary antibodies as indicated and exposed to secondary HRP-coupled anti-mouse or anti-rabbit antibodies at 1:7,500 for 2 h at room temperature. The following antibodies were used: anti-pAKT (Ser473, Cell Signaling, #4060), anti-pERK1/2 (Thr202/Tyr204, Cell Signaling, #4377), anti-pPDGFRβ (Tyr751, Thermo Scientific, MA-14823), anti-ERK2 (Santa Cruz, sc-1647), anti-pS6 (Ser235/236, Cell Signaling, #2211), anti-PDGFRβ (Cell Signaling, #3169), anti-AKT (Santa Cruz, sc-5298) and anti-Vinculin (Thermo Scientific, #14–9777-80). Phospho-RTK arrays on tumor lysates were performed using the Proteome Profiler Mouse Phospho-RTK Array Kit (R&D systems) according to the manufacturer’s protocol.

### Co-immunoprecipitation

4T1 cells were plated in 10 cm dishes, starved for 6 h in 1% Serum medium and treated for 24 h with DMSO or SHP099 at 5 μM. Cells were washed in ice-cold PBS and lysed in RIPA Buffer (50 mM Tris–HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with 1 × protease inhibitor cocktail (Complete Mini, Roche), 0.2 mM sodium orthovanadate, 20 mM sodium fluoride and 1 mM phenylmethylsulfonyl fluoride, for 30 min at 4 °C. Cell lysates were sonicated and protein abundance was quantified. Input fraction was recovered and 500 μg of proteins were subjected to immuno-precipitation with 2 μg of anti-p85 antibodies (Cell Signaling, #4257) or 2 μg of control IgG (Cell Signaling, #3900), and 100 μl of binding buffer (Thermo Scientific, #10007D). After overnight incubation at 4 °C on a turning wheel, 50 ul of protein A magnetic beads (Dynabeads, Thermo Scientific, #10002D) was added to the mixture for 4 h more. Immune-complexes were washed 3 times using washing buffer (Thermo Scientific, #10007D) on a magnetic rack, and extracted using 20 μl of RIPA buffer supplemented with 2 × Laemmli buffer. Input and immune-complexes fractions were subjected to proteins analysis by western-blot using anti-p85 and anti-PDGFRβ antibodies.

### Proximity ligation assay

The DUOLink in situ Detection Reagent Red kit (Sigma – DUO92008) was used to detect and quantify PDGFRβ and p85 interactions. DMSO- or SHP099-treated 4T1 and MDA-MB-468 cells seeded on glass coverslips (24 well-plate) were fixed in 4% PFA for 15 min at RT, permeabilized with PBS 0.1% Triton for 30 min at RT and blocked with Duolink blocking buffer for 1 h at 37 °C. Cells were then incubated overnight at 4 °C with primary antibodies directly coupled to the DUOLink DNA probes using the in situ Probemaker PLUS kit (Sigma – DUO92009) diluted in DUOLink Probemaker PLA probe diluent at 1/100. The PLA reaction was then performed according to the manufacturer’s instructions. Briefly, cells were washed in buffer A (provided) and the two steps of ligation of the DNA probe and rolling-circle amplification (RCA) were carried out for 30 min and 100 min respectively in a humid dark chamber at 37 °C. Cells were then washed in buffer B (provided) and the coverslips mounted on slides using the Duolink Mounting Medium with DAPI. Z-stacked images were acquired with a Nikon Ti2 microscope at 40 × magnification using Dapi and 555 channels. Images were analyzed using the FIJI software and represented as a number of dots (interactions) per cell, with hundreds of cells analyzed per experiment.

### Immunohistochemistry

Tumors were fixed in 10% neutral buffered formalin (NBF) for 24 h at 4 °C, washed with 70% EtOH, and embedded in paraffin. Sections of 2.5 µm were cut and processed for hematoxylin and eosin (H&E) staining and immunohistochemistry. Prior to fixation, dissected lungs were inflated by injecting 5 mL of PBS through the trachea, then inflated with 5 mL of 10% NBF and gently released into a tube filled with 10% NBF. Immunohistochemical staining was performed on formalin-fixed, paraffin-embedded tissue sections using a Discovery XT (Ventana) fully automated system for anti-pAKT (Ser473), anti-pERK1/2 (Thr202/Tyr204) and anti-cleaved Caspase-3 (Asp175). Algorithms for quantitative analysis of immunostained-positive areas and the areas of lung metastases were designed in Halo software that allowed assessment of the relative fractions of positive areas.

### Apoptosis assay

Cells were synchronized with DMEM 0.5% serum overnight and then supplemented with medium containing inhibitor(s). Fresh inhibitors were added after 48 h and cells (floating and adherent) were collected 24 h later using trypsin–EDTA, resuspended in growth medium and counted. For Annexin V/propidium iodide staining, cells were washed twice with cold Cell Staining Buffer (BioLegend, #420,201) and resuspended in Annexin V Binding Buffer (BioLegend, #422,201) at a concentration of 1 × 10^6^ cells/mL. Aliquots of Alexa Fluor 647 Annexin V (5 µL) (BioLegend, #640,911) and of propidium iodide (10 µL) (BioLegend, #421,301) were added to 100 µL of this suspension, which was then incubated for 15 min at room temperature in the dark. After addition of 400 µl of Annexin V Binding Buffer to each tube, samples were analyzed by flow cytometry.

### Transcriptomic analysis

Total RNA was extracted from frozen tumors using the RNeasy Plus Mini Kit (Qiagen, #74,136) and sample quality was controlled on an Agilent 2100 Bioanalyzer system with the RNA6000 Nano kit (Agilent, #5067–1511). mRNA isolation was performed with the NEBNext Poly(A) mRNA magnetic isolation module (NEB, #E7490) and libraries were prepared with the NEBNext Ultra II Directional RNA Library Prep kit (NEB, #E7765) according to the manufacturer’s recommendations. Samples were individually barcoded during library preparation using NEBNext Multiplex Oligos for Illumina Index Primers Sets 1 and 2 (NEB, #E7335 and #E7500). Library quality control was performed with the DNA1000 kit (Agilent, #5067–1504) on the Agilent 2100 Bioanalyzer system. Finally, libraries were sequenced on an Illumina NextSeq 500 that generated paired-end 75-bp reads. Adaptor trimming was performed using cutadapt. Trimmed reads were aligned to the GRCm38 genome using the two-pass approach of STAR. A median of 53 million reads (range 44–60) were aligned per sample. qCount from QuasR was then used to obtain counts at the gene level. Differential gene expression analysis was performed using edgeR [47]. A cutoff of log2 fold change > 1 and adjusted to *P* < 0.05 (corrected by the Benjamini–Hochberg algorithm method) was applied to selected genes. Network analysis was performed on the cBioportal website using the breast cancer dataset METABRIC [48].

### 3D 4T1 cell culture

For in vitro drug treatments, 4T1 cells were seeded in DMEM containing 10% FCS and 30% Matrigel Growth Factor Reduced (Corning, 356,231) at 300 cells per well in 384-well plates in quadruplicates. After three days, 3D colonies were treated with DMEM containing 1% FCS together with CLR457, SHP009, Sunitinib or combinations thereof at the indicated concentrations. Two days later, 50% of the culture medium was exchanged with medium containing drugs at 200% higher concentrations. Cells were kept under treatment for a further two days. At treatment day 5, the viability of cells was assessed by the CellTiter-Glo 3D Cell Viability Assay (Promega, G9618) according to the manufacturer’s instructions. In brief, after removing the culture medium, cells were lysed in 25 µl CellTiter-Glo 3D Reagent. After a 30-min incubation at room temperature on a horizontal shaker, luminescence was recorded for 0.5 s with an ELISA-reader.

### Statistical analysis

Unless stated differently in the figure legends, all results shown represent at least three independent experiments and are reported as means ± STDEV. Data were tested for normal distribution and ANOVAs tests were applied. GraphPad Prism 7.04 was used for Kaplan–Meier survival analysis and log rank Mantel-Cox tests were applied to test statistical significance (SAS), as well as for all other statistical tests (SAS). The *P* values < 0.05 were considered statistically significant.

### Data deposition

Transcriptomic data are available on the GEO database, reference GSE128051 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128051).

## Supplementary Information

**Additional file 1: Figure S1.** Mutation profiles and baseline phosphorylation of S6, AKT and ERK1/2 kinases in a panel of breast cancer cell lines. **A** Table depicting the mutation status of a panel of breast cancer cell lines for the indicated oncogenes and tumor suppressors, inferred from the DepMap (https://depmap.org/portal/) and COSMIC (https://cancer.sanger.ac.uk/cosmic) databases. Blank spaces indicate no referenced mutations or genetic alterations. **B** Western blots showing p-S6 (S235/236), p-AKT (S473) and pERK1/2 (T202/Y204) across the panel of indicated breast cancer cell lines. 40 µg of proteins were loaded and total ERK2 and Vinculin were used as loading control. **C** Quantification (using FIJI) of p-AKT (S473) and pERK1/2 (T202/Y204). Cell lines were ranked in a descending order, based on their abundance for the indicated phospho-site.

**Additional file 2: Figure S2.** SHP2 single inhibition enhances apoptosis and PI3K/SHP2 dual inhibition prolongs overall survival of TNBC-tumor-bearing mice. **A** Cell numbers of 4T1 cells treated with CLR457 (PI3Ki) or SHP099 (SHP2i) at the indicated concentrations for 72 h. *n* = 3 biological replicates. ** *P* ≤ 0.01, *** *P *≤ 0.001, **** *P* ≤ 0.0001; One-way ANOVA test. Data shown are means of cell numbers ± STDEV. **B** SRB assays in the MDA-MB-468 model establishing IC50 values for SHP099 and CLR457 treatment. n = 2 biological replicates with 4 technical replicates. Data shown are means ± STDEV. **C** Cell numbers of 4T1 cells treated with CLR457 (PI3Ki) and SHP099 (SHP2i) at the indicated concentrations for 72 h. *n* = 3 biological replicates. *** *P* ≤ 0.001; One-way ANOVA test. Data shown are means of cell numbers ± STDEV. **D** Representative FACS plots of annexin V (AV) / propidium iodide (PI) apoptosis analysis of 4T1 cells treated for 3 days with CLR457 (top panel) or SHP099 (bottom panel) at the indicated concentrations. Fresh inhibitors were added after 48 h. Quantification is shown as bar graph. **E** Representative FACS plots of annexin V (AV) / propidium iodide(PI) apoptosis analysis of 4T1 cells treated with CLR457 and SHP099 for 3 days (top panel). Fresh inhibitors were added after 48 h. Quantification is shown as a bar graph (bottom panel). *n* = 3 biological replicates. * *P* ≤ 0.05, *** *P *≤ 0.001; Two-way ANOVA test. Data shown are means ± STDEV. **F** Tumor volume and overall survival of MDA-MB-468 tumor-bearing mice treated as described (adjuvant settings). *n* = 4 – 6 animals. * *P* ≤ 0.05, ** *P* ≤ 0.01; One-way ANOVA test. Data shown are mean tumor volumes ± SEM. **G** Left panel: Representative images of H&E-stained lungs from 4T1 tumor-bearing mice treated as described in Fig. 1G. Black lines delineate metastases. Scale bar 100 µm. Right panel: Bar graph of the percentages of lungs with metastases from Vehicle-, CLR457-, SHP099-, and CLR457 + SHP099-treated groups. *n* = 7 – 8 animals.*** *P* ≤ 0.001, **** *P* ≤ 0.0001; One-way ANOVA test. Data shown are means ± STDEV. **H** Bar graph of the quantification of metastatic areas in Vehicle- and CLR457-treated groups (the data for SHP099 and CLR457 + SHP099 groups are not shown because no metastatic foci were detected). Small 0-0.1; Medium 0.1-0.5; Large > 0.5 mm^2^. *n* = 7 – 8 animals. **** *P* ≤ 0.0001; Student t-test. Data shown are means ± STDEV.

**Additional file 3: Figure S3.** Dual and single inhibitions of PI3K and SHP2 block the activation of the PI3K and MAPK pathways *in vivo. ***A** Representative images of p-AKT(Ser473) (left panel) and p-ERK (Thr202/Tyr204) (middle panel) IHC-stained 4T1 tumors from mice treated for 4 days as indicated. Bar graphs show quantification using the pixel count algorithm performed with Halo software (right panels). Tumors were collected as described in Fig. 1D. Scale bar 100 µm. Data shown are means ± STDEV. *n* = 4 - 5, *P ≤ 0.05; One-way ANOVA test. **B** Principal Component Analysis (PCA) plot of RNA-seq data from 4T1 tumors of mice treated with Vehicle (Vhc), CLR457 and/or SHP099. **C** Venn diagram of differentially expressed genes (up and down regulated) in 4T1 tumors from mice treated with CLR457 (PI3Ki) and/or SHP099 (SHP2i) (3 h after the last treatment), as compared to the Vehicle group. *n* = 4 – 5 animals per group. LogFC > 1 or < -1, FDR < 0.05. **D** Volcano plots showing differentially expressed genes in 4T1tumors from mice treated as indicated. *n* = 4 – 5 animals, LogFC > 1, FDR < 0.05. **E** C2 curated genesets from GSEA functional annotation of genes down-regulated upon SHP2i as compared to Vehicle. LogFC < -1, FDR < 0.05. **F** WikiPathways 2021 functional annotation of genes down-regulated upon PI3Ki as compared to Vehicle. LogFC < -1, FDR < 0.05. **G** Heatmap of the top 35 upregulated genes in 4T1 tumors of mice treated with Vehicle or SHP099. *n* = 4 – 5 animals. LogFC > 1.5, FDR < 0.01.

**Additional file 4: Figure S4.** SHP2i increases PDGFRβ phosphorylation at Y751 and sensitizes cells to sunitinib treatment. **A** Volcano plots of transcriptomic variation of the “PDGF-related gene family” and the “top 35 upregulated genes” in 4T1 tumors from mice treated with SHP099. Data shown are individual values. *n *= 4 – 5 animals per group. LogFC > 1.5, FDR < 0.01. **B** Heatmap of PDGF-family-related genes in 4T1 tumors of mice treated with Vehicle, CLR457 and/or SHP099. Data shown are individual values. *n *= 4 – 5 animals per group. LogFC >1.5, FDR < 0.01. **C** Western blots showing p-PDGFRβ (Y751, p85 docking site) and p-ERK2 (T202/Y204) upon short term (30 min) and long term (24 h) SHP099 treatment (10 µM) in the MDA-MB-468 cell line. Total ERK2 and PDGFRβ were used as loading control. Quantification normalized to DMSO is shown. **D** Proximity Ligation Assay of PDGFRβ/p85 in MDA-MB-468 cells starved in DMEM 1 % FCS treated with DMSO or SHP2i (SHP099, 10 µM). Quantification of dots (interactions) per cell and representative images are shown. Brightness and contrast for the red and blue channels have been adjusted identically for all images. *n* = 3 biological replicates. *** *P* < 0.001; Student’s t-test. Data shown are mean ± STDEV. Scale bar 20 µM. **E** SRB assays in the MDA-MB-468 model establishing IC50 value for SHP099 and CLR457 treatment. n = 2 biological replicate with 4 technical replicates. Data shown are mean ± STDEV. **F** SRB assay using the MDA-MB-468 cells treated with DMSO, SHP099 (5 µM), CLR457 (2 µM), Sunitinib (3 µM) and the indicated combinations, for 3 consecutive days. n = 2 biological replicates with 4 technical replicates. * *P* ≤ 0.05, *** *P* ≤ 0.001; One-way ANOVA test. Data shown are mean ± STDEV.

# Supplementary material for: PI3K inhibition circumvents resistance to SHP2 blockade in metastatic triple-negative breast cancer
**Source:** J Mammary Gland Biol Neoplasia. 2023 Jun 9;28(1):13. doi: 10.1007/s10911-023-09539-9

A

|               | ZR-75-1 | MDA-MB-231 | T47D  | SUM159PT   | MCF7  | BT474 | HCC1954       | 4T1           | MDA-MB-468 | BT549      | MDA-MB-436 | MCF10A | HER2/3          |
|---------------|---------|------------|-------|------------|-------|-------|---------------|---------------|------------|------------|------------|--------|-----------------|
| <i>AKT1</i>   |         |            |       |            |       |       |               |               |            |            |            |        |                 |
| <i>PIK3CA</i> | L108R   |            |       | H1047L     | E545K | K111N | H1047R        |               | Frameshift | Frameshift |            |        |                 |
| <i>PTEN</i>   |         | G13D       |       |            |       |       |               |               |            |            |            |        |                 |
| <i>KRAS</i>   |         | G464V      |       |            |       |       |               |               |            |            |            |        |                 |
| <i>BRAF</i>   | E162K   |            |       | G12D       |       |       |               |               |            |            |            |        |                 |
| <i>HRAS</i>   |         |            |       |            |       |       |               |               |            |            |            |        |                 |
| <i>MAPK1</i>  |         |            |       |            |       |       |               |               |            |            |            |        |                 |
| <i>ERBB2</i>  |         |            |       |            |       | H61Q  | Amplification | Amplification | Frameshift |            |            |        | Over-expression |
| <i>EGFR</i>   |         |            |       |            |       |       |               |               |            |            |            |        |                 |
| <i>TP53</i>   |         | R280K      | L194F | Frameshift |       | E285K | Y163C         | Frameshift    | R273H      | R249S      | Frameshift |        |                 |
| <i>BRCA1</i>  |         | Del        |       |            |       |       |               |               | M96S       |            | Frameshift |        |                 |
| <i>CDKN2A</i> |         |            |       |            |       |       |               |               |            |            | Frameshift |        |                 |
| <i>RB1</i>    |         |            |       | K530N      |       |       |               |               |            |            |            |        |                 |
| <i>STAT3</i>  |         |            |       |            |       | F174L |               |               |            |            |            |        |                 |
| <i>NFKB1</i>  |         |            |       |            |       | E195Q |               |               |            |            |            |        |                 |
| <i>STAT4</i>  |         |            |       |            |       |       |               |               |            |            | Q193K      |        |                 |

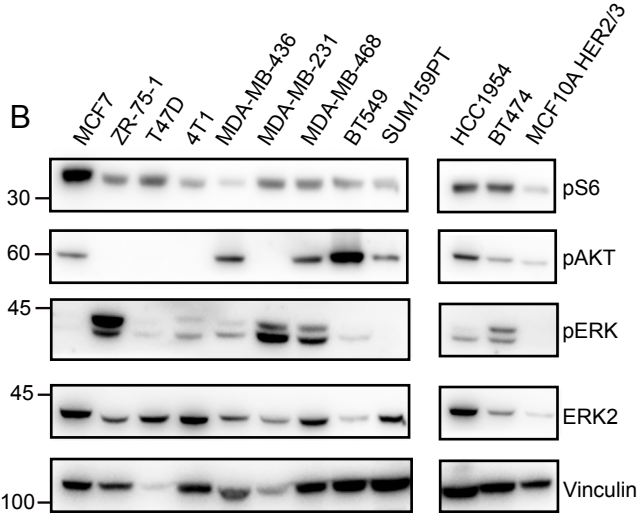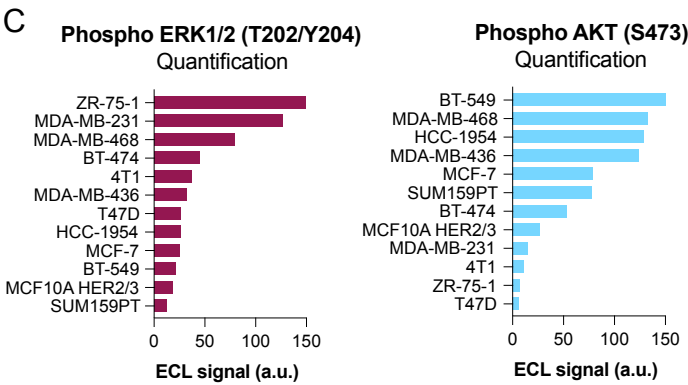

**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Mutation profiles and baseline phosphorylation of S6, AKT and ERK1/2 kinases in a panel of breast cancer cell lines. A Table depicting the mutation status of a panel of breast cancer cell lines for the indicated oncogenes and tumor suppressors, inferred from the DepMap (https://depmap.org/portal/) and COSMIC (https://cancer.sanger.ac.uk/cosmic) databases. Blank spaces indicate no referenced mutations or genetic alterations. B Western blots showing p-S6 (S235/236), p-AKT (S473) and pERK1/2 (T202/Y204) across the panel of indicated breast cancer cell lines. 40 µg of proteins were loaded and total ERK2 and Vinculin were used as loading control. C Quantification (using FIJI) of p-AKT (S473) and pERK1/2 (T202/Y204). Cell lines were ranked in a descending order, based on their abundance for the indicated phospho-site.

How the deposited data were processed for this re-analysis (not part of the article)

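Bulk RNA-seq of 4T1 mammary tumors was re-analysed for 18 mice in 4 treatment groups: Vehicle (n = 5), PI3Ki (CLR457, n = 4), SHP2i (SHP099, n = 4) and Combo (both inhibitors, n = 5). Each tumor is 1 library, and tumors were grouped by the treatment that the sample labels give. No replicate 4 of PI3Ki and no replicate 1 of SHP2i is among the libraries. Before they deposited the values, the authors extracted RNA from frozen tumors, selected poly(A) RNA, made directional libraries, sequenced paired-end reads, trimmed them with cutadapt, aligned them with STAR in 2 passes to GRCm38 and counted them per gene with qCount of QuasR. The deposited values are whole-number counts per gene with Entrez Gene identifiers, not normalized. The text does not name the gene annotation, the versions of these tools, the strand setting of the counting or whether a read pair counts as 1 or 2. The sample labels also name a human build beside the mouse build, and the gene identifiers are those of mouse genes.

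The tables hold 22792 genes, of which 20103 had a count in at least 1 tumor. Symbols and positions (GRCm38.p6) were matched to 22760 of the identifiers, and the 32 without a match carried 0.0193% of the counts. The total per tumor ranged from 21.16 M to 26.62 M counts with a median of 23.52 M. Genes that overlap another gene, antisense genes and near-identical copies share reads in ways the counts do not resolve. The limit is named beside some of these genes. It holds for the others too, among them Akt1, Prkaa2, Gab1 and Ccl6, which overlap other genes.

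Counts were fitted with edgeR 4.0.16 in R 4.3.3. Genes with enough counts were kept with filterByExpr (minimum count 10, minimum total count 15), which left 15282. Libraries were scaled by TMM, and 1 negative binomial model with a mean per group was fitted over all 18 tumors, with a common biological coefficient of variation of 0.2125. Differences were tested with the quasi-likelihood F test and adjusted by the Benjamini-Hochberg method over all genes tested. A gene counts as changed at an adjusted p under 0.05 and an absolute log2 fold change over 1, the limits that the paper states. Members of a gene list count as higher or lower at an adjusted p under 0.05 alone. The comparisons were each inhibitor and the combination against Vehicle, the combination against each inhibitor, both inhibitors against each other, and the interaction of both inhibitors. Levels are CPM (counts per M counts, TMM scaled), given as mean and SD over tumors, and log2 CPM was computed with a prior count of 2. Standard errors are the log2 fold change divided by the square root of F.

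Principal components were computed from log2 CPM of the 500 most variable genes, and the mean distance between groups minus that within groups was tested with 100000 permutations of the group labels. Gene lists for pathways and cell types were written from general knowledge of the genes, and a list was tested with at least 5 members. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry. Reactome sets with 10 to 300 tested genes came with fgsea 1.28.0. Members of the PI3K-Akt list among changed genes were counted with two-sided Fisher's exact tests against all genes tested. Overlaps of changed genes between treatments were set beside 20 simulations of unchanged groups against the same Vehicle tumors, beside independent lists, and beside 10 splits of the Vehicle tumors between the comparisons.

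The genes named are, for each comparison with Vehicle, the 10 with the largest changes in each direction among changed genes with a mean log2 CPM over 1 and no overlap between the groups, up to 35 genes at the stricter limits, the 4 list members with the smallest p and the 2 with the highest level in each list, and each gene that the paper names. A gene named for 1 comparison may be given in another. Genes outside this rule are those at the ends of principal components, those that make up a list or a test and those marked as named after their values were seen.

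The tests were tested on simulated data with the real means and library sizes. Changed genes at log2 fold changes of 1.5, 2 and 3 were recovered in 91.25%, 90.0% and 97.5% of cases for PI3Ki, in 76.25%, 87.5% and 97.5% for SHP2i and in 88.75%, 91.25% and 97.5% for Combo against Vehicle, with 4, 3 and 1 false calls among 15282 genes.

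The alternatives were DESeq2 1.42.0, other scaling factors, other filters on low counts, the likelihood ratio and exact tests of edgeR, limma's voom with quality weights, a test against the fold change limit (glmTreat), no fold change minimum, a model of the compared groups alone, a block for the replicate number, other gene sets and each tumor left out in turn. A covariate for skeletal muscle genes, a covariate for B cell genes and a fit without 154 genes that follow muscle content were added later. Each count was also recomputed for up to 100 groupings of the same tumors, the real one included. Ingenuity Pathway Analysis, the KEGG library, WikiPathways and the cBioPortal network were not rerun because their data are not available here, and reads were not available, so alignment and counting were not repeated.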

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

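The tests of CLR457 given with or without SHP099 and of the share of fibroblasts and pericytes were chosen after the results were seen, as were the covariates for muscle and B cell genes. The other tests were written down after the total numbers of changed genes with these covariates and with library size alone were known, but before the values that decide them were seen.

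Skeletal muscle genes, which the paper does not discuss, stood far above the Vehicle tumors in all 4 PI3Ki tumors, with 18 of 19 markers higher in edgeR. The abundant fiber genes Myh4 and Acta1 were at 514.2 ± 202 and 317.7 ± 136 CPM (SD, n = 4) in PI3Ki and at 5.94 ± 10.7 and 6.08 ± 11.5 CPM (SD, n = 5) in Vehicle. An effect of CLR457 on these genes with or without SHP099 is argued against by Combo, where the median log2 fold change of the markers was -0.23 against Vehicle. For skeletal muscle tissue in the tumor pieces, the excess of the markers would keep 1 profile, and Spearman's rho between PI3Ki tumors ran from 0.605 to 0.928 over 6 pairs, across genes, and was 0.921 between Vehicle replicate 3 and the PI3Ki mean. The mean log2 CPM of the markers relative to Vehicle was 2.119 in Vehicle replicate 3, which had no CLR457. It was from -1.108 to 0.316 in the other Vehicle tumors, 1.55 in Combo replicate 2 and from 4.466 to 5.952 in PI3Ki. For the PI3Ki levels, muscle tissue in the pieces and an effect of CLR457 given alone cannot be told apart, because all tumors with the highest levels are of 1 group.

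B cell genes were high in some tumors and near absent in others, and among the genes of lymph node stroma Glycam1 was at 6.19 log2 CPM in Vehicle replicate 4 and at -3.56 in SHP2i replicates 3, 4 and 5. Of 18 tumors, 16 lay on the same side of the midrange for the stroma genes Cxcl13, Madcam1 and Chst4 and for the B cell score (permutation test, p = 0.0018), which is consistent with lymph node tissue in some tumor pieces. Lymph node tissue as the whole source of the lower macrophage genes in SHP2i is argued against by their median log2 fold change of -0.907 with the B cell score as a covariate, beside -0.973 without it. With this covariate the medians were -1.53 for MHC class II, beside -1.44, but -0.526 for dendritic cells, beside -1.07, -0.397 for cytotoxic and NK cells, beside -0.607, and -0.113 for T cells, beside -1.02. Lymph node tissue as a part of the lower dendritic, cytotoxic and T cell genes stays open, as does an effect of SHP099 on lymphocytes in the tumors.

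The PDGF genes Pdgfa, Pdgfc, Pdgfra and Pdgfrl were higher in Combo. For Pdgfa and Pdgfc the interaction of both inhibitors passed the test, with 1.33 and 0.72 on the log2 scale. It did not pass with the skeletal muscle score as a covariate. That score nearly equals membership of the PI3Ki group, so this fit cannot decide on the interaction. A larger share of fibroblasts and pericytes is argued against by the medians of their markers without Pdgfra and Pdgfrb, which were -0.461 for 19 fibroblast and -0.42 for 13 pericyte and smooth muscle markers. Library scaling is argued against as the cause too, since 4 of the 4 genes were still higher with library size alone. An effect of the inhibitor combination on the carcinoma cells or on a kind of stromal cell is a hypothesis that stays open, found and tested on the same tumors.

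Among genes outside those the paper discusses, SREBP targets were lower in PI3Ki (16 of 31) and in Combo (25 of 31). FOXO targets were higher in Combo (20 of 26). Endothelial markers (16 of 20) and interferon-stimulated genes (18 of 32) were lower in Combo. In edgeR, 255 genes had an interaction of both inhibitors at an adjusted p under 0.05 and over 1 on the log2 scale, 47 positive and 208 negative. This number was 0 with the skeletal muscle score as a covariate, 200 without muscle genes and from 123 to 397 with 1 tumor left out. With that covariate, 568 of 15282 genes had an unadjusted p under 0.05, fewer than chance alone gives. The covariate nearly equals membership of the PI3Ki group, so that fit cannot decide on the interaction.

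Single tumors stood apart from the others of their group in 6 of 100 groups tested with Dixon's ratio, and chance gives about 5%. In log2 CPM, these were the carcinoma epithelium markers in SHP2i replicate 4 (2.63, others 3.83 to 4.0), neutrophil markers in PI3Ki replicate 2 (6.64, others 3.85 to 4.23), endothelial markers in SHP2i replicate 3 (5.87, others 5.35 to 5.41), Pdgfa in PI3Ki replicate 1 (7.55, others 7.3 to 7.31), Pdgfd in Combo replicate 4 (1.19, others 2.04 to 2.19) and Pdgfra in SHP2i replicate 2 (7.71, others 8.3 to 8.41).

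Other groupings of the same tumors argue against chance for the numbers of changed genes. They cannot exclude it, since the lowest rank possible is 1 of 100, or 1 of 35 for SHP2i against PI3Ki. The real grouping was the 1 of 100 with the largest number for PI3Ki (267, highest other 99), SHP2i (572, highest other 200) and Combo (1659, highest other 129) against Vehicle, and the 1 of 35 for SHP2i against PI3Ki (1013, highest other 53). It was also the 1 of 100 for Combo against SHP2i (699, highest other 695) and Combo against PI3Ki (1696, highest other 1609). The interaction had the same rank (255, highest other 209). The margins of these comparisons were narrower. The highest other grouping for Combo against SHP2i, and for Combo against PI3Ki, set Combo replicate 3 with the 4 tumors of the single inhibitor. The groupings argue against chance too for the 19 genes at the stricter limits (1 of 100 groupings, highest other 1). PDGF genes past the test numbered 5 in Combo (1 of 100 groupings, highest other 3) and 1 in PI3Ki (2 of 100, highest other 1). For SHP2i the number was 0 in edgeR (highest other 0), which 100 of 100 groupings reach by definition, so the groupings do not test it. The smallest Fisher's exact p for the PI3K-Akt list was 0.333 in PI3Ki (2 of 100 groupings, smallest other 0.269), 0.0662 in SHP2i (1 of 100, smallest other 0.269) and 0.00699 in Combo (1 of 100, smallest other 0.0168). Only 6, 3 and 2 of the other groupings called any gene for PI3Ki, SHP2i and Combo. Without called genes the p is 1, and PDGF genes passed only in groupings that called genes. These ranks say nothing on the PI3K-Akt list or the PDGF genes themselves. Chance is not excluded for the number of lists past camera, with 78, 32 and 46 of 100 groupings as large for PI3Ki, SHP2i and Combo against Vehicle (11, 17 and 18 lists, highest others 22, 24 and 25), and 25 and 23 for Combo against SHP2i and PI3Ki (19 and 20 lists, highest others 25 and 24). Nor is it excluded for Reactome sets, with 78, 62 and 44 of 100 groupings (34, 98 and 172 sets, highest others 214, 361 and 336). For PI3Ki and SHP2i, the highest other groupings call several times the real number of sets, with 0 changed genes. A set past camera at the preset correlation is therefore weak evidence. The source of these calls was not tested. With an estimated correlation in place of the preset one, 1 list passed in PI3Ki and 0 in SHP2i, Combo and the other comparisons.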

How the results depend on the processing

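The covariates for muscle and B cell genes and the fit without muscle genes were chosen after the results were seen, and the other alternatives before. Of 954 values of counts and tests over all alternatives, 843 kept their direction and side of the threshold or stayed within 1.5 times, 100 counts moved further, 6 became stronger, 5 weaker and 0 reversed. For gene lists, 4474 of 4795 values were the same, 102 stronger, 208 weaker and 11 reversed, and for named genes 17729 were the same, 107 stronger, 951 weaker and 4 reversed. Except where an alternative's own construction shows it, the cause was not tested. At this depth and these group sizes, 73, 61 and 71 of 80 genes with a simulated log2 fold change of 1.5 were recovered in PI3Ki, SHP2i and Combo, and smaller changes were not simulated.

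With glmTreat, which demands a log2 fold change above 1 rather than testing against 0, fewer genes passed by construction: 103 in PI3Ki (102 higher, 1 lower), 80 in SHP2i (3 higher, 77 lower), 518 in Combo (108 higher, 410 lower), 66 for Combo against SHP2i, 562 for Combo against PI3Ki, 187 for SHP2i against PI3Ki and 21 for the interaction. With no fold change minimum, 781 passed in PI3Ki (411 higher, 370 lower), 1772 in SHP2i (772 higher, 1000 lower), 6657 in Combo (3650 higher, 3007 lower), 3375 for Combo against SHP2i, 5756 for Combo against PI3Ki and 3738 for SHP2i against PI3Ki. The PI3K-Akt list among genes higher in SHP2i then had an adjusted p of 8.38e-05, among genes higher in Combo 0.0676 and lower in Combo 0.0206, and the overlaps were 72 for PI3Ki and SHP2i, 415 for PI3Ki and Combo and 1429 for SHP2i and Combo. With the Vehicle tumors split between the comparisons, which leaves fewer tumors, they were 8.3, 25.0 and 290.5.

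The mean of the muscle markers as a covariate nearly equals membership of the PI3Ki group, so each comparison with PI3Ki lost its calls. In edgeR, 0 genes changed in PI3Ki (0 higher, 0 lower), with 1358 at an unadjusted p under 0.05. The number was 0 for SHP2i against PI3Ki (2182 unadjusted) and 12 for Combo against PI3Ki. It was 0 for the interaction, with 568 unadjusted, fewer than chance alone gives. In PI3Ki, 0 PDGF genes passed. In SHP2i, 186 genes were then higher, and 1 Reactome set of PI3K, AKT and PDGF signaling passed. The direction in PI3Ki reversed for collagens (adjusted p = 0.00384), IL-17 and TNF outputs (0.269), chemokines and interleukins (0.00384) and markers of macrophages (3.09e-13), neutrophils (0.725), fibroblasts (8.27e-08), adipocytes (0.0168) and normal mammary gland (0.828). For Combo against PI3Ki it reversed for markers of carcinoma epithelium (0.00994), macrophages (0.619) and fibroblasts (0.0017). Of named genes in PI3Ki, Gab1 (-0.01), Ccl6 (-0.31), Sfrp2 (-0.74) and C3 (-0.12) reversed. SREBP and FOXO targets kept their direction in PI3Ki, with medians of -0.861 and 0.458 and adjusted p from camera of 5.17e-19 and 7.99e-05, while 0 of their genes passed in edgeR. Leaving out 154 muscle genes instead gave 209 changed genes in PI3Ki, but does not adjust the other genes for muscle content. With the B cell score as a covariate, 344 genes changed in SHP2i (274 lower) and 155 had an interaction. The muscle and B cell lists have no value under their own covariate.

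With voom and quality weights, 93 genes were lower in PI3Ki and 869 changed in SHP2i (237 higher). With only the tumors of the compared groups, 861 changed in SHP2i (181 higher) and 1 PDGF gene passed there. DESeq2 gave 424 genes with an interaction, 37 at the stricter limits, and 2 PDGF genes in PI3Ki and 1 in SHP2i. The likelihood ratio test gave 428 and 38. At the stricter limits 0 PDGF genes passed in PI3Ki and 1 in Combo in edgeR, and with a log2 fold change over 1, 0 and 2. The adjusted p of Fisher's exact test among genes higher in Combo was 0.858 for the Reactome PI3K Cascade, 1 for kinases and direct regulators and 0.54 without matrix proteins and integrins, and among genes lower in Combo 0.0401 without a filter and 0.0483 with CPM above 1 in at least 4 tumors. With an estimated correlation, 1 list passed in PI3Ki and 0 in SHP2i, Combo, Combo against SHP2i and Combo against PI3Ki, and 0 Reactome sets of PI3K, AKT and PDGF signaling in Combo. With fry, 4 lists passed in PI3Ki, 6 in SHP2i and 10 for Combo against SHP2i, and 6 of these Reactome sets in Combo.

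The replicate numbers do not pair the tumors. The residuals of 24 same-numbered pairs across groups had a mean correlation of 0.000248 (from -0.42 to 0.326, 8 over 0.1), beside -0.00033 for 97 other pairs, and 4 of 18 tumors correlated best with their own number. With a replicate block, 148 genes had an interaction, 12 passed the stricter limits, and the overlaps were 15 for PI3Ki and SHP2i and 48 for PI3Ki and Combo. The other counts of changed genes stayed within 1.5 times under the replicate block.

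Leaving out each tumor in turn gave 189 to 286 changed genes in PI3Ki (157 to 235 higher, 30 to 56 lower), 412 to 642 in SHP2i (55 to 115 higher, 354 to 527 lower), 1496 to 1818 in Combo (508 to 654 higher, 928 to 1256 lower), 541 to 916 for Combo against SHP2i, 1381 to 1938 for Combo against PI3Ki and 791 to 1105 for SHP2i against PI3Ki. Genes lower in PI3Ki numbered 30 without PI3Ki replicate 5 and 32 without Vehicle replicate 2 or 4, and genes higher in SHP2i 55 without Vehicle replicate 2 and 57 without SHP2i replicate 5. The interaction ranged from 123 to 397: it was 167, 147 and 146 without Vehicle replicates 2, 4 and 5, 150 without PI3Ki replicate 2, 157, 123 and 155 without SHP2i replicates 2, 4 and 5, and 397 and 154 without Combo replicates 3 and 4. Genes at the stricter limits ranged from 9 to 21, with 9, 10 and 11 without Vehicle replicates 2, 3 and 5 and 9 without SHP2i replicate 5. PDGF genes numbered 1 to 2 in PI3Ki, 0 to 1 in SHP2i (1 without Combo replicate 5) and 4 to 5 in Combo. The adjusted p of Fisher's exact test for the PI3K-Akt list was 0.304 to 0.806 higher and 0.452 to 1 lower in PI3Ki, 0.0952 to 0.777 and 0.116 to 1 in SHP2i, and 0.00149 to 0.07 and 0.0215 to 0.324 in Combo (higher: 0.07 without PI3Ki replicate 1; lower: 0.0215 without Combo replicate 2 and 0.0348 without Combo replicate 3). Lists past camera numbered 8 to 15, 12 to 19 and 17 to 22 in PI3Ki, SHP2i and Combo, 17 to 20 for Combo against SHP2i and 18 to 22 for Combo against PI3Ki. Reactome sets of PI3K, AKT and PDGF signaling numbered 0 to 0 in PI3Ki, 0 to 1 in SHP2i (1 without SHP2i replicate 2) and 0 to 1 in Combo (0 without Vehicle replicate 2 or Combo replicates 2, 3 or 5). The separation of the groups in principal component space kept p = 1e-05 in a permutation test.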

Differences from the paper's values

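The paper's number of most-upregulated genes upon SHP2i is 35, and the value here is 19 at an adjusted p under 0.01 and a log2 fold change over 1.5, the limits in the legend of Fig. S3G. Of the alternatives set before the data were examined, DESeq2 (37), the likelihood ratio test of edgeR (38) and a fit of only the tumors of the compared groups (28) come within 1.5 times of the paper's number. RLE factors (19), no filter on low counts (18), CPM above 1 in at least 4 tumors (16), a replicate block (12) and leaving out each tumor in turn (9 to 21) do not. The paper does not name the test of edgeR in its text.

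The paper's depth is a median of 53 M aligned reads, from 44 M to 60 M, and the totals here are 23.52 M counts, from 21.16 M to 26.62 M. The scales differ, since the paper's values are aligned reads and these are counts assigned to genes, and no alternative was set for them. The reads are paired, and the paper does not state whether a pair counts as 1 or 2 in either number.

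The paper states that PDGF receptors and ligands are not differentially expressed in any condition. In edgeR, 5 of the 7 genes differed from Vehicle in Combo (Pdgfa, Pdgfc, Pdgfra and Pdgfrl higher, Pdgfb lower), 1 in PI3Ki (Pdgfb lower) and 0 in SHP2i. With a log2 fold change over 1, 2 passed in Combo, 0 in PI3Ki and 0 in SHP2i, and at the limits in the legend of Fig. S4B, an adjusted p under 0.01 and a log2 fold change over 1.5, 1 passed in Combo and 0 in PI3Ki and SHP2i. DESeq2 gave 5, 2 and 1 genes in Combo, PI3Ki and SHP2i, and a fit of only the tumors of the compared groups 5, 1 and 1. With a covariate for muscle genes, chosen after the values were seen, 0 passed in PI3Ki and 5 still passed in Combo. This covariate nearly equals membership of the PI3Ki group, so the 0 in PI3Ki decides nothing.

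The paper states that PI3K/AKT signaling is a term of the genes upregulated upon SHP2i and of the genes downregulated upon PI3Ki. At its limits for changed genes, 4 of 98 genes higher in SHP2i were members of the list used here (adjusted p = 0.197), and 1 of 49 genes lower in PI3Ki (adjusted p = 0.627). With no fold change minimum, the list passed among genes higher in SHP2i (adjusted p = 8.38e-05). The paper's gene sets are not the list used here.

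The paper states that the network of the most-upregulated genes converges on genes that include SHC1 and PIK3CA. Here Shc1 and Pik3ca had log2 fold changes of 0.00 and 0.04 in SHP2i, neither past the test in edgeR, which concerns their own RNA and not the links of the network.

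The legends of Fig. 2C, Fig. 2D and Fig. S3E name genes downregulated upon SHP2i, while the text and the title in Fig. 2C name upregulated genes. Here 98 genes were higher and 474 lower.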

Other observations

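Some genes that respond to low oxygen were higher than in Vehicle, with the largest number in Combo. Of 19 hypoxia targets, 3 were higher in PI3Ki, 7 in SHP2i and 10 in Combo at an adjusted p under 0.05 from edgeR, and none was lower (7, 9 and 10 higher when adjusted over the list alone). Egln3, a prolyl hydroxylase that HIF factors switch on, was at 247.2 ± 28.3 CPM (SD, n = 5) in Vehicle, 348.4 ± 56.8 CPM (SD, n = 4) in PI3Ki, 420.1 ± 46.1 CPM (SD, n = 4) in SHP2i and 597.7 ± 45.5 CPM (SD, n = 5) in Combo. The histone demethylase Kdm3a rose in Combo by 0.80 on the log2 scale (adjusted p = 9.75e-06). Camera gave adjusted p = 1.53e-05, 2.86e-05 and 8.27e-06 (adjusted p = 0.625, 0.655 and 0.387 with an estimated correlation). With the skeletal muscle score as a covariate, and with fry, the list did not pass in PI3Ki, where replicate 3 scored 0.016 relative to Vehicle, within the Vehicle range of -0.15 to 0.2.

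Genes of cell division were lower in some of the Combo tumors. The mean log2 CPM of 30 proliferation genes relative to Vehicle was 0.161, -0.132, -0.438, -0.681 and -1.034 in Combo replicates 1 to 5, and from -0.114 to 0.124 in the Vehicle tumors. Of the 30 proliferation genes, 14 were lower and none was higher in Combo than in Vehicle (14 lower when adjusted over the list alone too), and 24 were lower and none was higher in Combo than in SHP2i (29 lower when adjusted over the list alone). Mcm5, a subunit of the helicase that opens DNA for replication, went from 123.2 ± 8.81 CPM in Vehicle to 71.8 ± 23 CPM in Combo (SD, n = 5 each), a log2 fold change of -0.78 (adjusted p = 0.00202). In SHP2i, 0 of the 30 passed in edgeR, with a median log2 fold change of 0.25. Ribosomal protein genes were lower in SHP2i, 8 of 54 with none higher (27 lower when adjusted over the list alone), with a median of -0.35. Of 38 genes of PPAR signaling and lipolysis, 6 were higher and 1 lower in SHP2i (9 and 1 when adjusted over the list alone) and 15 higher and 3 lower in Combo (16 and 3 when adjusted over the list alone). Adipocyte markers moved with this list, at a mean log2 CPM of 0.82 ± 0.235 in SHP2i (SD, n = 4) and 0.589 ± 1.07 in Combo (SD, n = 5) relative to Vehicle. PPAR signaling was at 0.421 ± 0.102 and 0.336 ± 0.482, and both were highest in Combo replicate 3 (2.064 and 1.078). Of 35 collagens, 7 were higher and none was lower in SHP2i (8 higher when adjusted over the list alone). Their mean log2 CPM relative to Vehicle was 0.346, 0.072, 0.513 and 0.655 in SHP2i replicates 2 to 5. The Vehicle tumors ranged from -0.272 to 0.332. Fibroblast markers were at -0.063, 0.116, 0.77 and 0.544 in the same SHP2i tumors and from -0.237 to 0.243 in Vehicle. Camera gave adjusted p = 0.000919 for proliferation in Combo, 3.8e-11 for ribosomal proteins, 0.000104 for PPAR signaling and 0.00216 for collagens in SHP2i (in the same order, adjusted p = 0.618, 0.698, 0.655 and 0.655 with an estimated correlation).

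Genes changed by both SHP2i and Combo numbered 476 in the same direction, 75 higher and 401 lower, and 4 in opposite directions. PI3Ki and Combo shared 73 in the same direction and 21 in opposite directions, and PI3Ki and SHP2i shared 34 and 9. Independent lists of these sizes would share 36.4, 12.1 and 2.92 in the same direction. Unchanged groups against the same Vehicle tumors shared 0 in 20 simulations of each. Without changed genes few can be called, so this cannot show how far shared Vehicle tumors raise the overlaps. With the Vehicle tumors split between both comparisons the overlaps had means of 290.5, 25.0 and 8.3 over 10 splits. The splits remove the controls that both comparisons share, but leave fewer Vehicle tumors in each comparison, so fewer genes pass.

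Of 870 Reactome sets, 34 passed camera in PI3Ki, 98 in SHP2i and 172 in Combo at an adjusted p under 0.05. The smallest adjusted p in PI3Ki were those of Striated Muscle Contraction, higher (6.52e-32), and Cholesterol biosynthesis, lower (7.76e-22). In SHP2i the smallest was that of SIRP family interactions, lower (3.44e-20), and in Combo that of the same set, lower (3.43e-14), followed by Cholesterol biosynthesis, lower (3.19e-08). The PI3K Cascade had an adjusted p of 0.595 in PI3Ki, 0.222 in SHP2i and 0.0383 in Combo, where it was higher (p = 0.116 from camera with an estimated correlation), and Signaling by PDGF had 0.701, 0.108 and 0.284.

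The interaction of both inhibitors passed the test for the immediate early gene Egr1 (-1.68 on the log2 scale, adjusted p = 0.0137 from edgeR), the ERK phosphatase Dusp5 (-1.26, adjusted p = 0.034) and the insulin receptor substrate Irs1 (0.82, adjusted p = 0.0342). None of these passed with the skeletal muscle score as a covariate. That score nearly equals membership of the PI3Ki group, so this fit cannot decide on them. Of 35 collagens, 6 had a negative and 1 a positive interaction (14 and 2 when adjusted over the list alone). Of 36 receptor tyrosine kinases on the paper's phospho-array, 3 were higher and 2 lower in SHP2i in edgeR (3 and 2 when adjusted over the list alone), and 9 higher and 9 lower in Combo (10 and 9 when adjusted over the list alone).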
